# Functional characterization of RebL1 highlights the evolutionary conservation of oncogenic activities of the RBBP4/7 orthologue in *Tetrahymena thermophila*

**DOI:** 10.1093/nar/gkab413

**Published:** 2021-06-04

**Authors:** Syed Nabeel-Shah, Jyoti Garg, Alejandro Saettone, Kanwal Ashraf, Hyunmin Lee, Suzanne Wahab, Nujhat Ahmed, Jacob Fine, Joanna Derynck, Shuye Pu, Marcelo Ponce, Edyta Marcon, Zhaolei Zhang, Jack F Greenblatt, Ronald E Pearlman, Jean-Philippe Lambert, Jeffrey Fillingham

## Abstract

Retinoblastoma-binding proteins 4 and 7 (RBBP4 and RBBP7) are two highly homologous human histone chaperones. They function in epigenetic regulation as subunits of multiple chromatin-related complexes and have been implicated in numerous cancers. Due to their overlapping functions, our understanding of RBBP4 and 7, particularly outside of Opisthokonts, has remained limited. Here, we report that in the ciliate protozoan *Tetrahymena thermophila* a single orthologue of human RBBP4 and 7 proteins, RebL1, physically interacts with histone H4 and functions in multiple epigenetic regulatory pathways. Functional proteomics identified conserved functional links for *Tetrahymena* RebL1 protein as well as human RBBP4 and 7. We found that putative subunits of multiple chromatin-related complexes including CAF1, Hat1, Rpd3, and MuvB, co-purified with RebL1 during *Tetrahymena* growth and conjugation. Iterative proteomics analyses revealed that the cell cycle regulatory MuvB-complex in *Tetrahymena* is composed of at least five subunits including evolutionarily conserved Lin54, Lin9 and RebL1 proteins. Genome-wide analyses indicated that RebL1 and Lin54 (Anqa1) bind within genic and intergenic regions. Moreover, Anqa1 targets primarily promoter regions suggesting a role for *Tetrahymena* MuvB in transcription regulation. RebL1 depletion inhibited cellular growth and reduced the expression levels of Anqa1 and Lin9. Consistent with observations in glioblastoma tumors, RebL1 depletion suppressed DNA repair protein Rad51 in *Tetrahymena*, thus underscoring the evolutionarily conserved functions of RBBP4/7 proteins. Our results suggest the essentiality of RebL1 functions in multiple epigenetic regulatory complexes in which it impacts transcription regulation and cellular viability.

## INTRODUCTION

Eukaryotic chromatin provides a means to compact the genome as well as contributing to regulating DNA-mediated processes, such as replication, recombination, repair, and transcription (1). Histone chaperones and chromatin remodelers, as well as histone posttranslational modifications (PTMs), play pivotal roles in chromatin-related processes (2). For example, multiple histone chaperones, such as nuclear autoantigenic sperm protein (NASP) and anti-silencing factor 1 (Asf1), have been reported to function in the transport pathway of newly synthesized H3/H4 (3,4). Furthermore, chromatin assembly factor-1 (CAF1) and histone-regulator-A (HIRA) function in DNA replication-dependent (RD) and replication-independent (RI) chromatin assembly processes to deposit either H3–H4 or H3.3–H4, respectively (5,6). ATP-dependent chromatin remodelers, on the other hand, mobilize DNA around nucleosomes and function in transcription regulation (7). Notably, the ‘Nucleosome Remodeling and Deacetylase’ (NuRD) complex is widely present at gene promoter regions and enhancer elements and plays an important role in regulating transcription and genome integrity, as well as cell cycle progression (8,9). Finally, histone PTMs are important for chromatin assembly, as well as regulation of gene expression (10). Newly synthesized H4 histones are di-acetylated at lysine (K) 5 and K12 residues, which has been shown to be important for chromatin assembly (11). These deposition-related H4K5/12ac marks are installed by the HAT1-complex, which is composed of at least two subunits, including catalytic Hat1 and histone-binding WD40 repeat protein Hat2 (RBBP4 in humans) (12,13). In *Saccharomyces cerevisiae* an additional nuclear subunit called Hif1 (human NASP) also interacts with the HAT1-complex at roughly stoichiometric levels (14). Whereas the deposition-related H4 PTMs are conserved across species (15), the corresponding enzymatic complex has not been well described in evolutionarily distant protozoan lineages.

Retinoblastoma-binding proteins 4 and 7 (RBBP4 and RBBP7) (Cac3 and Hat2 respectively in budding yeast), also known as Retinoblastoma Associated protein 48 (RbAp48) and 46 (RbAp46), respectively, are two highly homologous histone chaperones (∼90% sequence identity) with similar structures (16) that were initially identified as retinoblastoma-associated proteins (17,18). Both proteins contain WD40-repeats forming a seven-bladed β-propeller fold, which is thought to function as a protein interaction scaffold in multiprotein complexes (16,19). While human and mouse encode both homologues, only a single homologue of RBBP4 and RBBP7 has been identified in some organisms, including *Caenorhabditis elegans* (Lin53) and *Drosophila melanogaster* (p55) (20–22). RBBP4 and RBBP7 histone chaperones are components of several multi-protein complexes that are involved in diverse chromatin-related functions, including chromatin assembly and remodeling, histone post-translational modifications and regulation of gene expression (23,24). For example, RBBP4 and RBBP7 have been identified as subunits of the NuRD complex (25), switch independent 3A (Sin3A) complex (26), and polycomb repressive complex 2 (PRC2) (26–28). Furthermore, RBBP4 (Cac3) has been found to be a subunit of the CAF1 complex (29,30), and RBBP7 (Hat2) has been reported to be an essential component of the HAT1-complex (31). Within multi-subunit protein complexes, RBBP4 and RBBP7 are thought to function as chromatin adaptors via their direct interaction with histones H3/H4 (16,32).

RBBP4 also functions as a component of transcriptional regulator ‘multi-vulva class B’ (MuvB)-complex (33–35). The mammalian core MuvB complex, composed of five subunits including Lin9, Lin37, Lin52, Lin54 and RBBP4, is a master regulator of cell-cycle-dependent gene expression (33). The composition of the core MuvB remains unaltered during different cell cycle stages, whereas its interaction partners change, which reverses its function from a transcriptional repressor to an activator (33,36,37). The core MuvB interacts with E2F4/5, DP1/2 and p130/p107 proteins to form the repressor ‘dimerization partner (DP), RB-like, E2F and MuvB’ (DREAM) complex, which represses the G1/S and G2/M genes during G0 and early G1 (35,36). The DREAM-specific proteins dissociate during late G1, and the MuvB core then forms an interaction with the B-MYB transcription factor during S phase (35,38). The interaction of B-MYB with MuvB is necessary for FOXM1 recruitment during G2 (38). These B-MYB-MuvB (MMB) and FOXM1-MuvB complexes stimulate the expression of genes that peak during G2 and M phases (34). Among the MuvB core subunits, Lin54 is a DNA-binding protein and has two tandem cysteine-rich (CXC) domains that share sequence similarity with Tesmin, a testis-specific metallothionein-like protein (39,40). Lin54 directly binds to DNA by recognizing the ‘cell cycle genes homology region’ (CHR) element (41–43). The CHR is considered to be the central promoter element required for the cell cycle-dependent regulation of G2/M phase-expressed genes (43). Several studies have shown that the DREAM-complex localizes to its target promoters via E2F/DP and LIN-54 DNA sequence motifs (44–46). In addition to Lin54, DREAM also likely comes in contact with nucleosomes by utilizing RBBP4 via its interaction with histones (33). Furthermore, *Drosophila* p55 (RBBP4) has been shown to be important for DREAM-mediated gene repression (47).

It is increasingly recognized that epigenetic aberrations contribute to tumor initiation and development (48). As such, it is not surprising that RBBP4 and RBBP7 have been extensively implicated in many cancers and are now being pursued as valuable drug targets (reviewd by 24). For example, RBBP7 is upregulated in many cancers, including non-small cell lung cancer, renal cell carcinoma, and breast cancer (49–51). Similarly, RBBP4 has been found to be overexpressed in hepatocellular carcinoma and acute myeloid leukemia (52,53). In human glioblastoma (GBM) tumor cells, knockdown of RBBP4 causes sensitization of tumor cells to temozolomide (TMZ) chemotherapy and supresses the expression of several DNA repair genes, including RAD51, a key enzyme of the homologous recombination repair pathway (54).

Despite their critical role in multiple epigenetic pathways, the function of RBBP4 and RBBP7 and their associated protein complexes has not been well documented outside of the Opisthokonta. *Tetrahymena thermophila*, a unicellular ciliate protozoan, is an excellent experimental system to study evolutionarily conserved chromatin-related processes, including gene expression and cell cycle regulation (55–59). *Tetrahymena* has two structurally and functionally distinct nuclei, a germ-line diploid micronucleus (MIC) and a somatic polyploid macronucleus (MAC), that are physically separated within the same cell (60). The MAC essentially regulates all gene expression during vegetative growth, whereas the MIC ensures stable genetic inheritance (61). Both the MAC and MIC arise from the same zygotic nucleus during sexual reproduction (conjugation) (61). During conjugation, two developing nuclei undergo substantial chromatin alterations, including DNA rearrangements and removal of ‘internally eliminated sequences’ (IES), resulting in functionally and structurally different MAC and MIC with distinct epigenetic states (62–64). Many of the epigenetic regulatory pathways in *Tetrahymena* that ensure the establishment of distinct chromatin states within the two nuclei are widely conserved across eukaryotes (65).

Here, we utilized functional proteomics and genomics approaches to characterize the single orthologue of human RBBP4 and RBBP7, RebL1, in *Tetrahymena*. Iterative proteomic analyses uncovered the composition of multiple *Tetrahymena* epigenetic regulatory complexes, such as the CAF1-, Sin3A/Rpd3- and MuvB-complexes, which co-purified with RebL1 during vegetative growth and conjugation. Furthermore, ChIP-seq analysis of Lin54 (Anqa1), combined with previously reported RNA-seq data (66), implicated *Tetrahymena* MuvB in transcription regulation. Consistently, the knockdown (KD) of *REBL1* significantly decreased cellular viability and altered the expression profile of some functionally critical genes, including *RAD51*. Overall, our results revealed a general role of RebL1 in multiple transcriptional regulatory pathways important for cell cycle and chromatin regulation in *Tetrahymena*.

## MATERIALS AND METHODS

### Cell strains

*Tetrahymena* strains CU428 [Mpr/Mpr (VII, mp-s)] and B2086 [Mpr+/Mpr+ (II, mp-s)] of inbreeding line B were acquired from the *Tetrahymena* Stock Center, Cornell University, Ithaca, NY (http://tetrahymena.vet.cornell.edu/). Cells cultured in 1× SPP were maintained axenically at 30°C as previously described (67). HEK293 cells (Flp-In 293 T-REx cell lines) were obtained from Life Technologies (R780-07) (Invitrogen) and cells were cultured in Dulbecco's modified Eagle's medium with 10% FBS and antibiotics as described (68).

### Macronuclear gene replacement

Epitope tagging vectors for histone *HHF1*, *HHF2*, *REBL1*, *ANQA1* and *LIN9^Tt^* were constructed as previously described (67). Two separate ∼1 kb fragments up and downstream of the predicted stop codons were amplified using wild-type *T. thermophila* genomic DNA as template and primers as indicated in Supplemental Table S13. The resulting PCR products were digested with KpnI and XhoI (upstream product) or NotI and SacI (downstream product). The digested products were cloned into the tagging vector pBKS-FZZ kindly provided by Dr. Kathleen Collins (University of California, Berkeley, CA). Plasmids were amplified in *Escherichia coli* and the final plasmid was digested with KpnI and SacI prior to transformation. One micrometer gold particles (60 mg/mL; Bio-Rad) were coated with at least 5μg of the digested plasmid DNA. The DNA coated gold particles were introduced into the *T. thermophila* MAC using biolistic transformation with a PDS-1000/He Biolistic particle delivery system (Bio-Rad) (69). The transformants were selected using paromomycin (60 μg/mL). MAC homozygosity was achieved through phenotypic assortment by growing the cells in increasing concentrations of paromomycin to a final concentration of 1 mg/mL.

### Epitope tagging in HEK293 cells

We cloned gateway-compatible entry clones for RBBP4 and RBBP7 into the pDEST pcDNA5/FRT/TO-eGFP vector according to the manufacturer's instructions. The cloned vectors were co-transfected into Flp-In T-REx 293 cells together with the pOG44 Flp recombinase expression plasmid. Cells were selected for FRT site-specific recombination into the genome with hygromycin (Life Technologies, 10687010) at 200 ug/mL. Expression of the gene of interest was induced by addition of doxycycline (1ug/mL) to the culture medium 24 hours before harvesting.

### Experimental design for mass spectrometry

At least two biological replicates of each bait were processed independently along with negative controls in each batch of sample. *Tetrahymena* cells without tagged bait (i.e. empty cells) and HEK293 cells expressing GFP alone were used as controls in our analysis. Extensive washes between each sample (see details for each instrument type) were performed to minimize carry-over. The order of sample acquisition on the mass spectrometer was reversed for the second replicate to avoid systematic bias. On the LTQ mass spectrometer, a freshly made column was used for each sample as previously described (67).

### Affinity purification and Mass Spectrometry sample preparation

For *Tetrahymena* samples, affinity purification was carried out essentially as described (67,70). Briefly, *T. thermophila* was grown in ∼500 mL of 1× SPP to mid-log phase to a final concentration of 3 × 10^5^ cells/mL for vegetative samples. For conjugation, *Tetrahymena* cells of different mating types were grown to mid-log phase and starved in 10 mM Tris–HCl pH 7.4 for 16 to 24 hours. Starved cells were mixed in equal numbers to initiate conjugation and pelleted at 5-hours post mixing. Vegetative and conjugating cells were pelleted and frozen at −80°C. The frozen pellets were thawed on ice and suspended in lysis buffer (10 mM Tris–HCl pH 7.5, 1 mM MgCl_2_, 300 mM NaCl and 0.2% NP40 plus yeast protease inhibitors (Sigma)). For nuclease treatment, 500 units of Benzonase (Sigma E8263) was added and extracts were rotated on a Nutator for 30 min at 4°C. Whole cell extracts (WCE) were clarified by centrifugation at 16 000 × g for 30 min. The resulting soluble material was incubated with 50 μL of packed M2-agarose (Sigma) at 4°C for at least 2 hours. The M2-agarose was washed once with 10 mL IPP300 (10 mM Tris–HCl pH 8.0, 300 mM NaCl, 0.1% NP40), twice with 5 mL of IP100 (10 mM Tris–HCl pH 8.0, 100 mM NaCl, 0.1% NP40), and twice with 5 mL of IP100 without detergent (10 mM Tris–HCl pH 8.0, 100 mM NaCl). 500 uL of 0.5 M NH_4_OH was added to elute the proteins by rotating for 20 min at room temperature. Preparation of protein eluates for mass spectrometry acquisition is detailed in supplementary methods.

### AP-MS procedure in HEK293 cells

The AP-MS procedure for HEK293 cells was performed essentially as previously described (68,71,72). In brief, ∼20 × 10^6^ cells were grown independently in two batches representing two biological replicates. Cells were harvested after 24-hour induction of protein expression using doxycycline. HEK293 cell pellets were lysed in high-salt NP-40 lysis buffer (10 mM Tris–HCl pH 8.0, 420 mM NaCl, 0.1% NP-40, plus protease/phosphatase inhibitors) with three freeze–thaw cycles. The lysate was sonicated as described (68) and treated with Benzonase for 30 min at 4°C with end-to-end rotation. The WCE was centrifuged to pellet any cellular debris. We immunoprecipitated GFP-tagged RBBP4 and RBBP7 proteins with anti-GFP antibody (G10362, Life Technologies) overnight followed by a 2-hour incubation with Protein G Dynabeads (Invitrogen). The beads were washed three times with buffer (10 mM Tris–HCl, pH 7.9, 420 mM NaCl, 0.1% NP-40) and twice with buffer without detergent (10 mM Tris–HCl, pH 7.9, 420 mM NaCl). The immunoprecipitated proteins were eluted with NH_4_OH and lyophilized. Proteins for MS analysis were prepared by in-solution trypsin digestion. The protein pellet was suspended in 44 uL of 50 mM NH_4_HCO_3_, the sample was reduced with 100 mM TCEP–HCl, alkylated with 500 mM iodoacetamide, and digested with 1 ug of trypsin overnight at 37°C. Samples were desalted using ZipTip Pipette tips (EMD Millipore) via standard procedures. The desalted samples were analyzed with an LTQ-Orbitrap Velos mass spectrometer (ThermoFisher Scientific). Raw MS data were searched with Maxquant (v.1.6.6.0) (73) as described previously (72), yielding spectral counts and MS intensities for each identified protein for individual human proteins for each experiment. The resulting data were filtered using SAINTexpress to obtain confidence values utilizing the two biological replicates. The AP-MS data generated from HEK293 cells expressing GFP alone were used as negative control for SAINT analysis.

### MS data visualization and archiving

Cytoscape (V3.4.0; (74)) was used to generate protein-protein interaction networks. For better illustration, individual nodes were manually arranged in physical complexes. Dot plots and heatmaps were generated using ProHits-viz (75). The annotation of the co-purifying partners was carried out using BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi). SMART domain analysis (http://smart.embl-heidelberg.de/) of the predicted proteins was carried out. All MS files used in this study were deposited at MassIVE (http://massive.ucsd.edu). Additional details (including MassIVE accession numbers and FTP download links) can be found in Supplemental Table S14.

### ChIP-Seq analysis

The ChIP-seq experiments and related analyses were performed in vegetatively growing *Tetrahymena*, as described previously (76–78), see supplemental methods for complete experimental details. Illumina adaptor sequences were removed from the 3′ ends of 51-nt reads, and the remaining reads were mapped to the *Tetrahymena* genome (2014 annotation) using Bowtie 2 with default settings (79). After removal of duplicate reads, peaks were called jointly on immunoprecipitated and input samples with MACS2 (version 2.1.2) where the peak's *q*-value must be lower than 0.05 (80). The ChIP inputs were used as the control. The metagene analysis was performed using ChIP-Seq reads normalized over the inputs and by BPM (bins per million). The plots were generated using deeptools (81). The identified summits (apex of the peak) with 50 bp extension in both directions were analyzed using MEME-ChIP software for *de novo* motif discovery (http://meme-suite.org/) (82). The occurrence of Anqa1 motif along the peaks/genome was identified using FIMO with default settings (83). The closest TSS sites to the motifs were found using HOMER software's ‘annotatePeaks’ program (84).

### Gene expression data

For gene expression analysis, we used microarray data (accession number GSE11300) (http://tfgd.ihb.ac.cn/) (85) and the expression values were represented in the heatmap format. To assess the similarities in gene expression profiles hierarchical clustering was performed. RNA-seq data corresponding to the *DPL2* knockout was acquired from GSE104524 and analyzed for differential expression as described previously (86).

### RNAi vector construction and RT-qPCR experiments

RNAi vectors were constructed essentially as described (87). RebL1 target sequence used in hairpin RNA constructs was amplified from CU428 genomic DNA using PrimeSTAR Max DNA polymerase with primers as listed in Supplemental Table S13. To create the hairpin cassette, amplified target fragments were cloned into the BamHI–BamHI and PstI–PstI sites, respectively, of pAkRNAi-NEO5, which was kindly provided by Dr Takahiko Akematsu, with the NEBuilder HF DNA Assembly kit. In this system, the NEO5 cassette of the backbone plasmid, which confers paromomycin resistance, has been replaced by a puromycin resistance marker (PAC) under the MTT2 copper-inducible promoter (87). The resulting plasmid was linearized with SacI and KpnI before biolistic transformation. The PAC cassette was activated by adding 630 μM CuSO4 to the cells, with the addition of 200 μg/mL puromycin dihydrochloride (Cayman Chemical, Ann Arbor, MI, USA, Cat. CAYM13884-500) to select transformants. RNAi was induced in cells carrying the hairpin construct by the addition of 0.5 μg/mL CdCl_2_ during vegetative growth. The expression of the target gene was examined using Rt-qPCR analysis. To this end, we isolated total RNA from the RNAi-treated or WT *Tetrahymena* cells using TRIzol (Life Technologies) as per the supplier's instructions. The isolated RNA was treated with Deoxyribonuclease I (RNase-free, Thermo). cDNA was prepared using iScript™ Reverse Transcription Supermix for RT-qPCR. qPCR was performed in technical triplicates using the cDNA prepared from three individual KD cell lines. The data were normalized to the expression levels of *HTA3*. Primers are indicated in Supplemental Table S13.

### Viability assays

Viability assays were carried out essentially as described (88). We initiated our analysis by isolating single cells of wild-type or *REBL1*-RNAi treated lines in drops of media with and without 0.5 μg/mL CdCl_2_. After 2 days of growth, the approximate number of cells in each drop was determined and drops containing >1000 cells were considered as viable. The experiment was conducted in five independent biological replicates with 50 cells isolated in each replicate. Finally, the number of viable drops from each replicate for each condition was represented as a bean plot. We used Student's *t*-test to assess statistically significant difference in the averages of viable drops of examined conditions.

## RESULTS

### RebL1 physically interacts with histone H4

We sought to identify the *Tetrahymena* RBBP4 and RBBP7 histone chaperones by first identifying the interaction partners for the core histone H4, one of their predicted partners. The *Tetrahymena* genome contains two core histone H4s encoded by *HHF1* and *HHF2* (89). We generated *Tetrahymena* cell lines stably expressing *HHF1* and *HHF2* with a C-terminal FZZ epitope tag from their endogenous MAC loci. The FZZ epitope tag comprises 3 × FLAG and two protein A moieties separated by a TEV cleavage site, which can be utilized in affinity purification experiments and indirect immunofluorescence (IF), as well as genome-wide studies. The successful expression of the endogenously tagged proteins was confirmed by western blotting analysis in whole cell extracts (WCEs) prepared either from the *HHF1*- and *HHF2*-FZZ expressing cells or untagged wild-type *Tetrahymena* (Supplemental Figure S1A). Similar to the core histone H3 (90), our IF analysis indicated that during vegetative growth Hhf1- and Hhf2-FZZ localize to both MAC and MIC (Supplemental Figure S1B). This observation indicates that the FZZ-tagged histones remain functionally competent, as previously reported (58,91). Since *HHF1* and *HHF2* encode identical proteins, we used only the *HHF1*-FZZ cells (designated as H4) for our downstream analyses.

Using our established pipeline (67,70,77), we performed affinity purifications (AP) coupled to tandem mass spectrometry (AP-MS) in biological replicates to identify the interaction partners of H4-FZZ. The MS data were scored using the SAINTexpress algorithm, which utilizes semiquantitative spectral counts for assigning a confidence value to individual protein-protein interactions (PPIs) (92). SAINTexpress analysis of the H4-FZZ AP-MS data filtered against several control purifications identified 18 high-confidence co-purifying proteins (≤ 0.01 false discovery rate [FDR]) (Figure 1A; Supplemental Table S1). The H4–FZZ interaction partners included histone chaperones Asf1 and Nrp1, two heat shock Hsp70s, an Importinβ6, MCM-complex proteins including Mcm-2 and Mcm-6, FACT-complex subunit Spt16 (Cet1), Poly [ADP-ribose] polymerase 6 (Parp6) and Hat1, all of which have been shown to function in histone regulation and/or co-purify with H3 (58,67,93,94).

**Figure 1.**
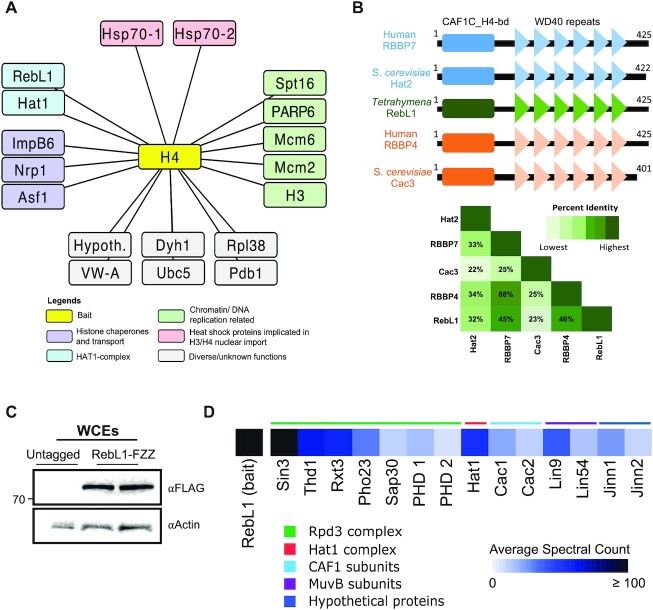
Identification and proteomic characterization of RebL1 in *Tetrahymena*. (**A**) Network representation of high confidence (FDR≤0.01) H4 co-purifying proteins. Note: Hypothetical (Hypoth.) is used to indicate proteins that lack annotation on the *Tetrahymena* Genome Database (TGD; www.ciliate.org). See Supplemental Table S1 for complete AP-MS results. (**B**) Comparative domain analysis of *Tetrahymena* RebL1 protein against human and budding yeast orthologues. Overall sequence identity among the orthologues is shown as half-square rectangle (bottom). (**C**) Western blotting analysis using whole cell lysates prepared from two different mating type *Tetrahymena* cells expressing RebL1-FZZ. The blot was probed with the indicated antibodies. (**D**) Heatmap of high confidence (FDR ≤ 0.01) RebL1 co-purifying proteins from vegetatively growing *Tetrahymena*. Definition of the color code is indicated. See Supplemental Table S2 for complete AP-MS results.

We identified TTHERM_00688660 as one of the high-confidence (FDR ≤ 0.01) H4 co-purifying proteins which shared sequence similarity with human RBBP4 and RBBP7. The co-purification with H4 of an RBBP4/7-like protein (RebL1, retinoblastoma binding protein 4/7-like 1) is consistent with previous reports describing human and budding yeast orthologues to function as histone chaperones (95). We subsequently investigated TTHERM_00688660 as a putative RBBP4/7 *Tetrahymena* orthologue in greater detail.

### RBBP4/7 is conserved in *Tetrahymena*

WD40-repeat family proteins are encoded by multiple genes in most organisms (19,96). We examined the *Tetrahymena* genome for the existence of additional RBBP4/7-like proteins with predicted WD40-repeats. Using the human RBBP4 and RBBP7 proteins to search against the *Tetrahymena* genome, we identified two proteins, including TTHERM_000709589 and the H4 co-purifying TTHERM_00688660 (RebL1). Both identified proteins have conserved domain architecture with an N-terminal H4-binding domain followed by six WD40 repeats (Figure 1B; Supplemental Figure S1C). Multiple sequence alignment analysis, however, indicated that TTHERM_000709589, which we named as Wdc1 (*WD*40 domain *c*ontaining 1), shares only weak sequence identity (∼18%) with its human and yeast counterparts; in comparison, RebL1 had an overall ∼46% sequence identity (Figure 1B). It is worth noting that *Tetrahymena* also encodes another WD40 repeat protein, TTHERM_00467910, which appears to be an orthologue of *S. cerevisiae* Rrb1 (known as GRWD1 in humans) (Supplemental Figure S1C), as assessed by reciprocal BLAST searches. Rrb1 is known to function in ribosome biogenesis (97), making TTHERM_00467910 an unlikely candidate to be an RBBP4/7 orthologue.

To further categorize the identified WD40 proteins in *Tetrahymena*, we carried out a phylogenetic analysis and observed that RebL1 and Wdc1 are related to the RBBP4/7-family of histone chaperones (Supplemental Figure S1D). Wdc1 and *Arabidopsis thaliana* Msi4 clustered together, distinctly within the RBBP4/7 group on the phylogenetic tree, suggesting that these proteins might be functionally divergent (Supplemental Figure S1D). In contrast, TTHERM_00467910 was found within a well differentiated clade representing the Rrb1 protein family (Supplemental Figure S1D). We conclude that RebL1 and Wdc1 are related to the RBBP4/7-family of histone chaperones in *Tetrahymena*, whereas TTHERM_00467910 belongs to a phylogenetically distinct WD40 sub-family.

### RebL1 interacts with diverse chromatin-associated protein complexes

To test the hypothesis that TTHERM_00688660 is a *bona fide* RBBP4/7 orthologue, we generated endogenously tagged *Tetrahymena* cell lines of two different mating types stably expressing *REBL1* with a C-terminal FZZ epitope tag from its native MAC locus (Figure 1C). Next, we performed AP-MS analysis in vegetative *Tetrahymena* cells using RebL1-FZZ as a bait. Application of SAINTexpress to the raw AP-MS data identified at least 14 high-confidence (FDR ≤ 0.01) interaction partners of RebL1 during vegetative growth (Figure 1D; Supplemental Table S2). These interaction partners include the putative orthologues of *S. cerevisiae* Hat1, as well as TTHERM_00309890 and TTHERM_00219420, which shared sequence similarity with the human p150 and p60 (*S. cerevisiae* Cac1 and Cac2) subunits of the CAF1 complex, respectively (Figure 1D). These observations highlight the potentially conserved heterotrimeric and heterodimeric subunit composition of the CAF1- and HAT1-complexes, respectively. Next, we identified seven RebL1 co-purifying proteins, including Sin3, Thd1, Rxt3, Pho23, Sap30 and two PHD-containing proteins that, based on similarity with the *S. cerevisiae* orthologues, define a putative *Tetrahymena* Rpd3 histone deacetylase (HDAC) complex (Figure 1D). The high-confidence RebL1 interactions also included putative orthologues of the Lin54 (TTHERM_00766460) and Lin9 (TTHERM_00591560) subunits of the mammalian MuvB-complex (Figure 1D). An additional two unannotated or hypothetical proteins, TTHERM_00227070 and TTHERM_00147500 (named as Jinn1 and Jinn2, respectively), co-purified with RebL1 and lacked any recognizable domains and/or sequence similarity to any known protein.

As RebL1 expression is highest after meiosis, a state that is marked by a series of rapid post-zygotic nuclear divisions (Supplemental figures S1E and S2A), we investigated whether its interactome was remodeled during sexual development of *Tetrahymena*. To address this, we performed AP-MS in conjugating cells harvested 5-hour post-mixing. After scoring the individual PPIs using SAINTexpress, we detected a total of 30 reproducible, high-confidence interaction partners of RebL1 during conjugation (Supplemental Table S3). All the RebL1 interaction partners identified during vegetative growth were also detected as high-confidence hits in the conjugating *Tetrahymena* (Figure 2A). Functional enrichment analysis of the 30 RebL1 interaction partners identified gene ontology (GO) terms enriched for chromatin organization, transcription regulation and histone modifications (Figure 2B).

**Figure 2.**
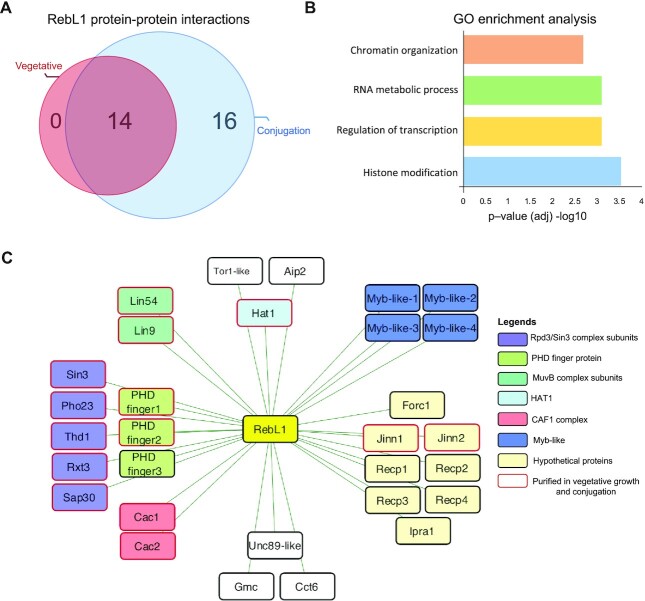
RebL1 has a conserved protein interaction network in *Tetrahymena*. (**A**) Venn diagram illustrating the overlap of high confidence (FDR≤0.01) RebL1 co-purifying interaction partners during growth and conjugation (5h post-mixing the cells) in *Tetrahymena*. See Supplemental Tables S2-S3 for complete AP-MS results from vegetative and conjugating cells, respectively. (**B**) GO enrichment analysis of RebL1-FZZ co-purifying proteins. (**C**) Network view of RebL1-FZZ PPIs during conjugation (FDR≤0.01). Bait node is shown in yellow and the co-purifying partners are grouped according to their putative complexes.

Among the RebL1 interaction partners identified exclusively during conjugation were four putative MYB-like transcription factors (TFs) (Figure 2C). Additionally, we identified TTHERM_00841280, which appears to be ciliate-specific and lacks sequence similarity to any known metazoan protein. The expression analysis of RebL1 co-purifying proteins using publicly available micro-array data revealed that TTHERM_00841280 is exclusively expressed during conjugation with a peak at early stages correlating with the onset of MIC meiosis (Supplemental Figure S2B) (85). We named TTHERM_00841280 as ‘Friend of RebL1 in ***c***onjugation’ (Forc1). Among the remaining conjugation-specific RebL1 co-purifying partners were a Tor1-like, Asf1-interacting protein 2 (Aip2) and several unannotated proteins, including Recp1-4 (R*e*bL1 co-purifying protein 1–4) and Ipra1 (see below), without any recognizable domains (Figure 2C). We have previously shown that Aip1 and Aip2 are two highly similar ciliate-specific proteins that interact with Asf1 and likely function in chromatin assembly pathways in *Tetrahymena* (67). We also detected Aip1 as a conjugation-specific interaction partner of RebL1, albeit at a slightly relaxed threshold (FDR≤0.03) (Supplemental Table S3). The co-purification of Aip1/2 proteins that function with ImpB6 and Asf1 (67) reinforces the idea that RebL1 functions in multiple chromatin-related pathways in *Tetrahymena*, consistent with our GO enrichment analysis of the RebL1 interacting partners (Figure 2B).

### RebL1 protein interaction profile is analogous to human RBBP4 and RBBP7

To examine the functional conservation of distantly related orthologues, we directly compared the protein interaction profiles of RebL1 and human RBBP4 and RBBP7. We generated inducible HEK293 cell lines expressing EGFP-tagged RBBP4 and RBBP7 and used them for anti-GFP AP-MS experiments. Using SAINTexpress, we found that RBBP4 and RBBP7 physically interact with multiple chromatin-related, as well as transcriptional regulatory, protein complexes (Supplemental Table S4,5), including the CAF1-, Hat1-, MuvB- and Sin3A-complexes (FDR≤0.01; Figure 3A), as reported previously (98). However, 37.5% (18 proteins out of 48) of the high-confidence protein-protein interactions for RBBP4 and 29% (9 proteins out of 31) for RBBP7 had not been previously reported in the BioGRID database (99). While there are many shared interaction partners between the RBBP4 and RBBP7 homologues, non-overlapping distinct PPIs were also observed (Figure 3B). For example, consistent with previous studies (35), MuvB subunits co-purified with only RBBP4 and not with RBBP7 (Figure 3A). Furthermore, CAF1-complex subunits Chaf1A and Chaf1B co-purified with RBBP4 whereas Hat1 was identified exclusively in RBBP7 interaction partners. Importantly, we observed that many of the transcription- and chromatin-related complexes that we found for human RBBP4 and RBBP7 had their putative orthologous complexes in *Tetrahymena*. Examples of these conserved interaction partners include the Hat1-, CAF1-, and MuvB complexes (Figure 3C; Supplemental Figure S2C; Supplemental Table S3). While PRC2 subunits, including Suz12, Ezh2 and EED, were co-purified with RBBP4 and RBBP7 (Figure 3A), we did not identify any *Tetrahymena* orthologous subunits in our RebL1 AP-MS data. We conclude that *Tetrahymena* RebL1 physically interacts with multiple epigenetic regulatory complexes, and these functional links are conserved in humans.

**Figure 3.**
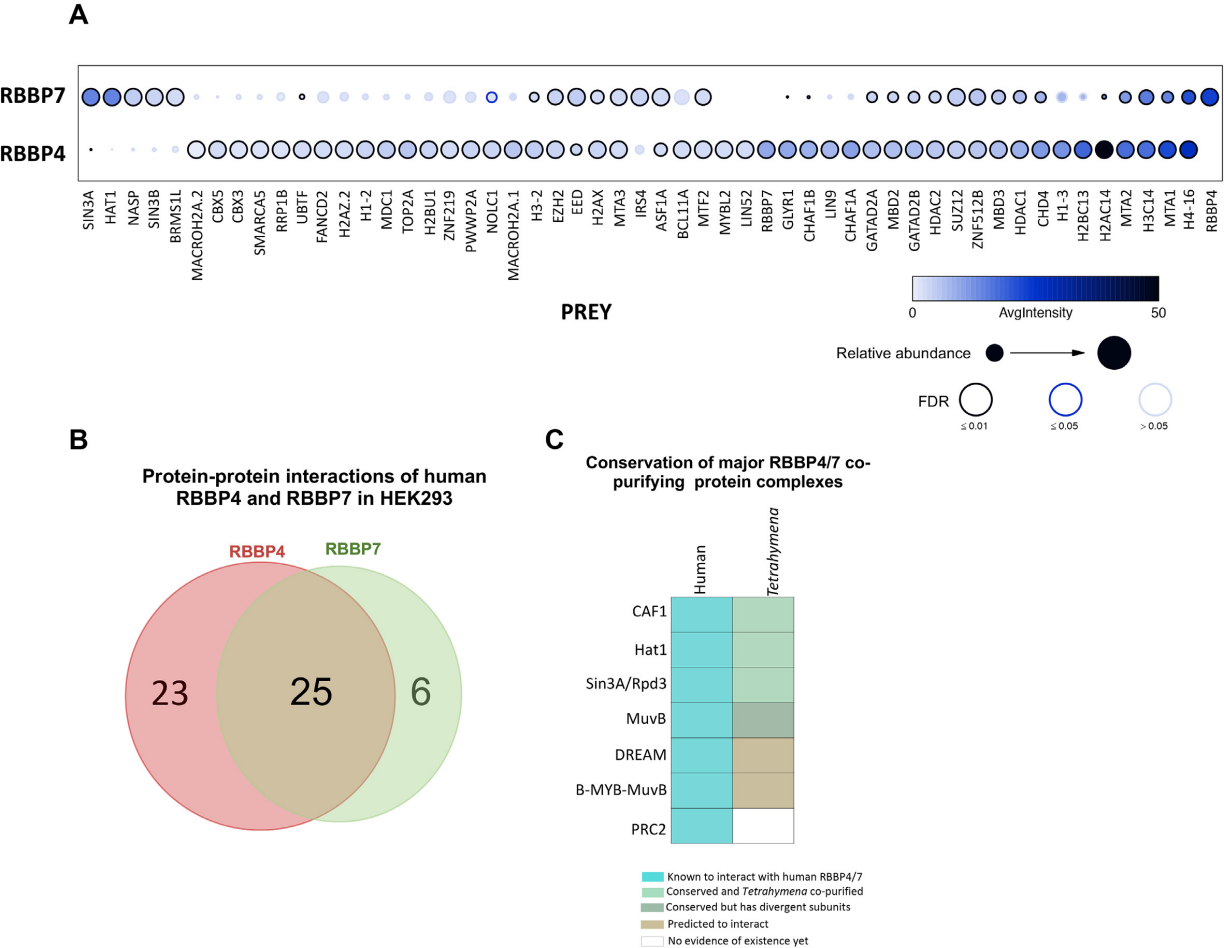
Proteomic analysis of human RBBP4 and RBBP7. (**A**) Dot plot representation of the interaction partners identified with RBBP4 and RBBP7 in HEK293 cells. Inner circle color shows the average spectral count, the circle size indicates the relative prey abundance, and the circle outer edge is the SAINT FDR. (**B**) Venn diagram of the overlap of PPIs for human RBBP4 and RBBP7 proteins (FDR≤0.01) from HEK293 cells. See Supplemental Tables S4 and S5 for complete AP-MS results for RBBP4 and RBBP7, respectively. (**C**) Schematic illustration of evolutionary conservation for the RebL1 co-purifying putative chromatin-related complexes that are also known to interact with human RBBP4 and RBBP7 proteins. The legend for the colors is provided.

### RebL1, Lin9^Tt^ and Lin54^Tt^ are the conserved MuvB subunits

The identification of putative MuvB subunits in *Tetrahymena* piqued our interest due to the described role of mammalian MuvB as the master regulator of cell-cycle-dependent gene expression (33). To identify all the putative MuvB components, we used the human MuvB subunits as queries to search the *Tetrahymena* genome. Our analysis indicated that the *Tetrahymena* genome does not appear to encode any orthologues of Lin37 and Lin52. Lin9 appears to be present as a single gene copy in *Tetrahymena*, similar to humans. We identified at least 14 genes that appeared to encode the Lin54-like proteins in *Tetrahymena*. All the identified Lin54-like proteins contained two tandem TESMIN/TSO1-like CXC domains (Pfam: PF03638), consistent with the architecture of human Lin54 (39,40) (Supplemental Figure S3A). We next examined the expression profiles of the *Tetrahymena* Lin54-like genes during growth and conjugation using publicly available microarray data (85). Most of the Lin54-like genes were weakly expressed during the growth and late conjugation stages (6-hour and onwards after mixing the cells) (Supplemental Figure S3B). At least 9 out of the 14 genes, including the RebL1 interaction partner TTHERM_00766460, exhibited an expression peak at early conjugation stages (2–6 hours after mixing the cells). For example, the expression of TTHERM_00120820, TTHERM_00577120 and TTHERM_00600840 peaked at 2 hours, whereas TTHERM_00766460 had its highest expression at 4 hours after mixing the cells (Supplemental Figure S3B). These observations suggest that the expression of Lin54-like proteins is tightly regulated during early conjugation, a period when the MIC becomes transcriptionally active and undergoes meiosis (Supplemental Figure S1E). We named Lin54-like proteins as ‘Anqa-1 to 14’ (after the ‘ANQA’ mythological creature thought to appear once in ages), considering that several of them exhibited an expression peak only once at a distinct conjugation stage.

We generated endogenously tagged Lin9^Tt^-FZZ and Anqa1-FZZ (TTHERM_00766460) cell lines and employed them for AP-MS (Supplemental Figure S3C). These analyses showed reciprocal purification of RebL1 and Anqa1 when Lin9^Tt^ -FZZ was employed as the bait protein (Figure 4A; Supplemental Table S6). Similarly, Lin9^Tt^ and RebL1 were identified as Anqa1-FZZ high-confidence co-purifying partners (Supplemental Table S7). These results are consistent with the idea that RebL1, Anqa1 and Lin9^Tt^ represent the conserved subunits of a putative MuvB complex in *Tetrahymena*. Two unannotated proteins, which we named as Jinn1 and Jinn2 (see above), co-purified with both Lin9^Tt^-FZZ and Anqa1-FZZ as high-confidence hits (Figure 4A). Based on their expression profiles (Supplemental Figure S2A) and co-purification with all three conserved subunits (RebL1, Lin9^Tt^ and Anqa1) (Figure 4B), we suggest that Jinn1/2 represent *Tetrahymena*-specific putative MuvB components.

**Figure 4.**
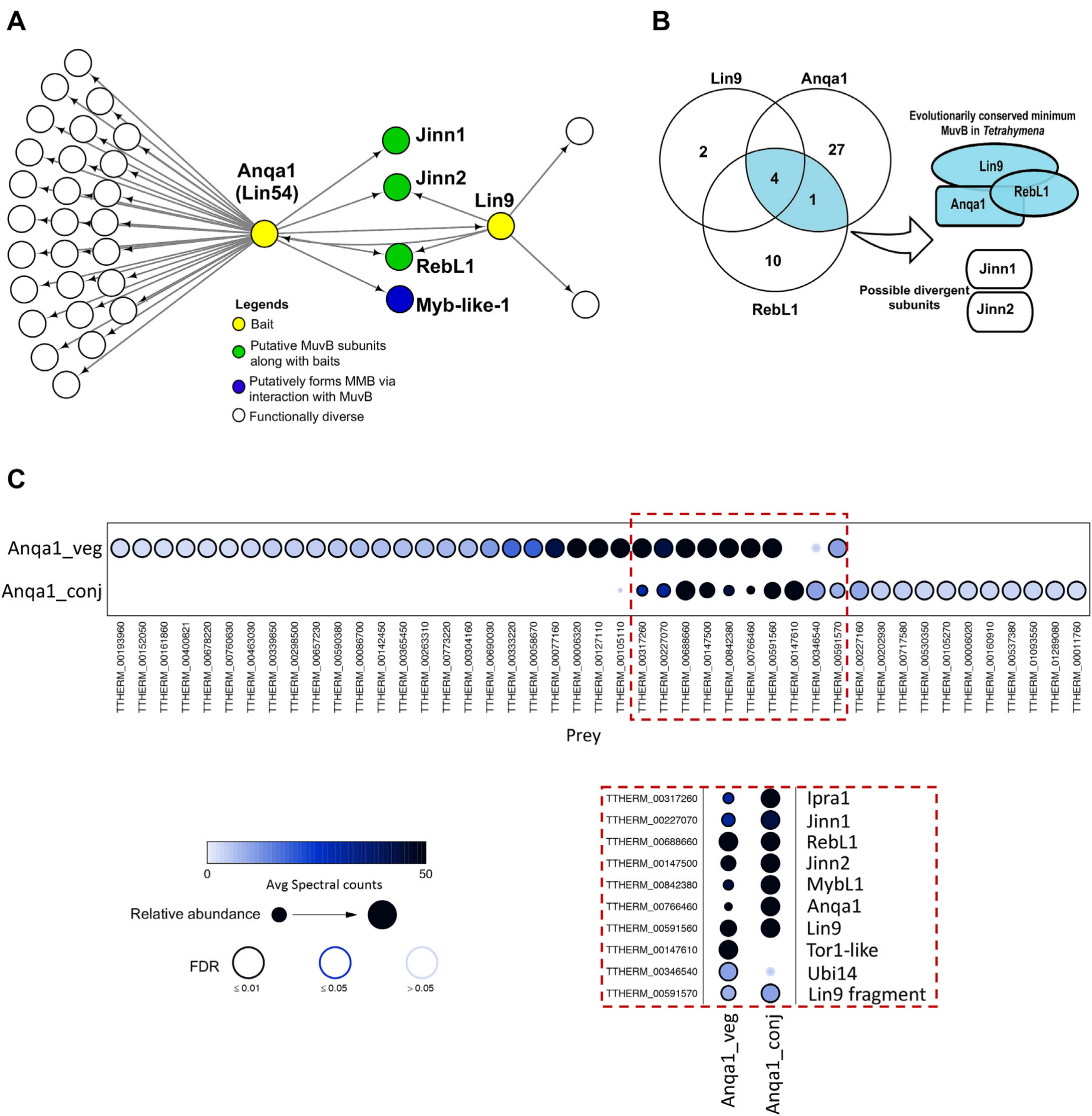
Proteomic analysis of putative MuvB subunits in *Tetrahymena*. (**A**) Network depiction of Lin9 and Anqa1 (Lin54) protein-protein interactions (FDR ≤ 0.01). Bait nodes are shown in yellow. See Supplemental Tables S6 and S7 for complete AP-MS results for Lin9 and Anqa1, respectively. (**B**) Venn diagram indicating the overlapping PPIs of RebL1, Lin9 and Anqa1 during vegetative growth. (**C**) Dot plot representation of the interaction partners identified for Anqa1 during vegetative growth and conjugating *Tetrahymena*. Inner circle color shows the average spectral count, the circle size indicates the relative prey abundance, and the circle outer edge is the SAINT FDR. Red box shows enlarged view of overlapping interaction partners. See Supplemental Table S8 for complete AP-MS results for Anqa1 during conjugation.

In addition to functionally diverse proteins such as kinases and helicases, TTHERM_00317260 and TTHERM_00842380 also co-purified with Anqa1-FZZ during vegetative growth (FDR≤0.01). TTHERM_00317260, which interacted with RebL1 during conjugation, is a *Tetrahymena*-specific protein and lacks any recognizable domains. We named it Ipra1 (interaction partner of RebL1 and Anqa1). TTHERM_00842380 is the putative MYB-like TF (MybL1) that was also detected as a high-confidence RebL1 interaction partner during both growth and conjugation (FDR≤0.01) (Figure 2C). This observation is consistent with the reported interaction between mammalian MuvB and B-MYB TF to form an activator MMB complex (33).

We next identified Anqa1 PPIs in conjugating *Tetrahymena* cells (5 hours post mixing the cells). Anqa1 co-purified with 20 high-confidence partners, of which 8 were common to both vegetative growth and conjugation (Figure 4C; Supplemental Table S8). Among shared interactions were Lin9, RebL1, Jinn1, Jinn2, MybL1 and Ipra1, suggesting that MuvB and its derivative complexes remain functional during *Tetrahymena* development. Conjugation-specific interaction partners include several transcription regulatory proteins including RNA polymerase subunit Rpc19 (TTHERM_00011760), transcription factors TFIID (TTHERM_00160910) and TFIID subunit 5 (TTHERM_00227160), transcriptional regulatory protein Spt6 (TTHERM_01093550) and small nuclear ribonucleoprotein Sm (TTHERM_01289080). These results suggest that MuvB functions in transcription regulation during *Tetrahymena* development.

### Genome-wide analysis reveals distinct RebL1 and Anqa1 DNA-binding profiles

Among the human MuvB subunits, RBBP4 and Lin54 are thought to bind DNA, with Lin54 exhibiting sequence specificity by recognising the CHR element (TTTGAA) (33). 

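ChIP-seq of *Tetrahymena* strain B2086 cells in vegetative growth was done with an anti-FLAG affinity gel on RebL1-FZZ and Anqa1-FZZ cells. FZZ is a C-terminal tag of FLAG epitopes followed by protein A moieties. For each protein 2 immunoprecipitated and 2 input libraries were made. The authors removed adaptors and duplicate reads, mapped the reads with Bowtie 2 and called peaks with MACS2 jointly on the immunoprecipitated and input libraries, keeping peaks with a *q* value below 0.05. HOMER then gave each peak a class and the distance in bp from its centre to the nearest TSS. The outcome is 1 peak list per protein, with no value for a single library. The reads of the libraries were not analysed here, so replicates were not compared and the depth behind a peak is not given. The RebL1-FZZ list holds 5533 peaks on 302 scaffolds and the Anqa1-FZZ list 5844 peaks on 352 scaffolds. The median peak width is 224 bp for RebL1 and 277 bp for Anqa1. Each peak carries the authors' score, which equals 10 times the −log10 of its *q* value, as a whole number. Scores start at 13 in both lists and have a median of 69 for RebL1 and 151 for Anqa1, with maxima of 477 and 2838. A score depends on depth as well as enrichment, so scores are used below only to rank peaks within a list. Every peak whose centre lies from 1000 bp upstream to 100 bp downstream of its nearest TSS (1040 for RebL1 and 1121 for Anqa1) has the class promoter-TSS, so a peak there is never counted as exonic. Classes are missing for 2 RebL1 and 4 Anqa1 peaks, which are left out wherever a class or a TSS distance is used. Shares of peaks are given with 95% Wilson confidence intervals, which cover counting error only, with the peak as the counting unit. Gene names come from NCBI's gene table for the JCVI-TTA1-2.2 assembly, which lists 26996 protein-coding genes by locus tag. On 268 of the 364 scaffolds with a peak, the TSS positions implied by the peak centres and HOMER's distances fitted the gene boundaries of 1 scaffold in that table. There, the implied TSS lay within 2 bp of a gene boundary for 9726 of 11086 peaks. For 9705 of these 9726 peaks the gene number in the authors' transcript name equals the gene's order along the scaffold. Randomised placements moved each peak to a random position of its own scaffold, 1000 times, without matching base composition or mappability. Measures that need genes use the peaks on matched scaffolds only.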

To investigate their genome-wide localization in *Tetrahymena*, we utilized our endogenously tagged RebL1 and Anqa1-FZZ cell lines and performed chromatin immunoprecipitation followed by high throughput sequencing (ChIP-seq) experiments in vegetatively growing cells (Supplemental Figure S4A). 

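Of the 5531 RebL1-FZZ peaks with a class, 3505 have the class exon, which is 63.4% (95% confidence interval 62.1 to 64.6%). The promoter-TSS class holds 1182 peaks (21.4%), the TTS class 626 (11.3%), introns 124 (2.24%) and intergenic regions 94 (1.7%). Among the classified Anqa1-FZZ peaks, 3399 of 5840 (58.2%, 56.9 to 59.5%) have the class exon, a lower share than for RebL1 (two-sided Fisher's exact test, p = 1.81e-08). With only the peaks scoring at or above the median of their list, the exon share fell to 57.4% for RebL1 and 52.1% for Anqa1. By the gene table, 4612 of 5411 RebL1 peak centres (85.2%) lie inside a gene, from its first to its last base. Randomised placements gave 63.9% (95% of draws between 62.6 and 65.1%), and none of the 1000 draws reached the observed share (one-sided p = 0.001, the smallest these draws can give, n = 5411 peaks). The share for Anqa1 is 78.0% (4427 of 5675), lower than for RebL1 (two-sided Fisher's exact test, p = 9.29e-23) and above its own randomised share of 63.9%. Because base composition and mappability were not matched, these excesses need not reflect a preference of either protein for genes. The 5 RebL1 peaks with the highest scores are an exonic peak of TTHERM_00420900 (scf_8254475, 458958 to 462572, score 477), an exonic peak of TTHERM_00310560 (scf_8254551, 599267 to 599672, score 477), a promoter-TSS peak of TTHERM_000382279 (scf_8254652, 482359 to 482662, score 437), a TTS peak nearest to the start of TTHERM_000444890 (scf_8254437, 309148 to 309418, score 432) and an exonic peak of TTHERM_01193630 (scf_8254361, 69757 to 70347, score 424). Each of these 5 regions also holds at least 1 Anqa1 peak.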

ChIP-seq analysis revealed that RebL1 predominantly localizes to genic regions with 64% of the peaks being found within exons (Supplemental Figure S4B, left; Supplemental Table S9; 5531 total peaks; *q* value < 0.05). Consistent with the role of RebL1 in multiple chromatin-related processes, metagene analysis indicated that RebL1 binds throughout the gene body of its targets without any specific sequence preferences (Supplemental Figure S4B, right).

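The peak list holds no read coverage, so the position of RebL1-FZZ along genes was taken from the peak centres. Where genes overlap, a centre was placed in the last gene to start before it, and a centre beyond the end of that gene was left out. Of the remaining 4609 RebL1 centres inside a gene, 2055 lie in the middle 50% of its length, which is 44.6% (43.2 to 46.0%) against 50.0% (48.3 to 51.7%) in randomised placements. No draw gave so low a share (one-sided p = 0.001, n = 4609 centres). For Anqa1 the share is 47.5% (2100 of 4423), also below its randomised share of 50.1% (48.5 to 51.7%, one-sided p = 0.002, n = 4423 centres). It is higher than for RebL1 (two-sided Fisher's exact test, p = 0.00605). Counted from the authors' distances, 2758 RebL1 peaks (49.9% of those with a distance) lie in the first 1000 bp downstream of a TSS and 634 (11.5%) in the 1000 bp upstream. More than 1 peak was assigned to 1259 of the 3629 genes that are nearest to a RebL1 peak (34.7%), compared with 1103 of 4392 genes (25.1%) for Anqa1 (two-sided Fisher's exact test, p = 9.49e-21). The gene with the most RebL1 peaks, singled out after the counts were seen, is TTHERM_00429760, with 10 peaks between 1074554 and 1081485 on scf_8254470, of which 5 are exonic. Sequence preferences were not analysed here, since no genome sequence was used.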

Unlike RebL1, Anqa1 metagene analysis indicated a clear enrichment near the transcription start sites (TSS) and transcript end sites (TES) of the targeted genes (Figure 5A). 

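Peak centres were counted within 500 bp of a gene boundary, that is the first or last base of a gene, and in gene bodies more than 500 bp from both boundaries. Within 500 bp of a boundary lie 3174 of 5675 Anqa1 centres (55.9%, 54.6 to 57.2%), compared with 45.1% in randomised placements, and 3167 of 5411 RebL1 centres (58.5%, 57.2 to 59.8%), compared with 45.3%. For each protein the share exceeds that of every draw. The excess lies on the inner side of the boundaries. In each 100-bp bin of the 500 bp outside genes, both lists were below their randomised means. Set against the gene bodies, which hold 2031 Anqa1 and 1983 RebL1 centres, the odds of lying near a boundary did not differ detectably between the proteins (odds ratio of Anqa1 to RebL1 0.979, two-sided Fisher's exact test, p = 0.6). The choice that moved this most was made after seeing the data. Among the strongest 10% of each list by score, 403 Anqa1 centres lie near a boundary and 63 in gene bodies, against 348 and 149 for RebL1 (odds ratio 2.74, two-sided Fisher's exact test, p = 5.7e-10). With the highest-scoring peak of each nearest gene, also chosen after seeing the data, the odds ratio was 0.861 (two-sided Fisher's exact test, p = 0.0026), so the odds near a boundary were then lower for Anqa1. By class, TTS peaks make up 14.7% of the Anqa1 list (859 of 5840, 13.8 to 15.6%) and a smaller share of the RebL1 list (odds ratio 1.35, two-sided Fisher's exact test, p = 8.71e-08). Promoter-TSS peaks make up 22.0% (1284 of 5840) and show no detectable difference from RebL1 (odds ratio 1.04, two-sided Fisher's exact test, p = 0.439). A RebL1 peak overlaps 2251 of the 5844 Anqa1 peaks by at least 1 bp (38.5%, 37.3 to 39.8%). Randomised placements of the Anqa1 peaks gave a mean of 227.5 overlaps (95% of draws between 200 and 257), and the observed number is 9.9 times that mean (one-sided p = 0.001, n = 5844 peaks). The RebL1 peaks overlapped by an Anqa1 peak number 2260 of 5533 (40.8%). These counts weigh every peak alike, whereas the metagene plots of the paper use read coverage over input. From the coverage the paper describes an Anqa1 profile unlike that of RebL1.

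**Figure D1:**
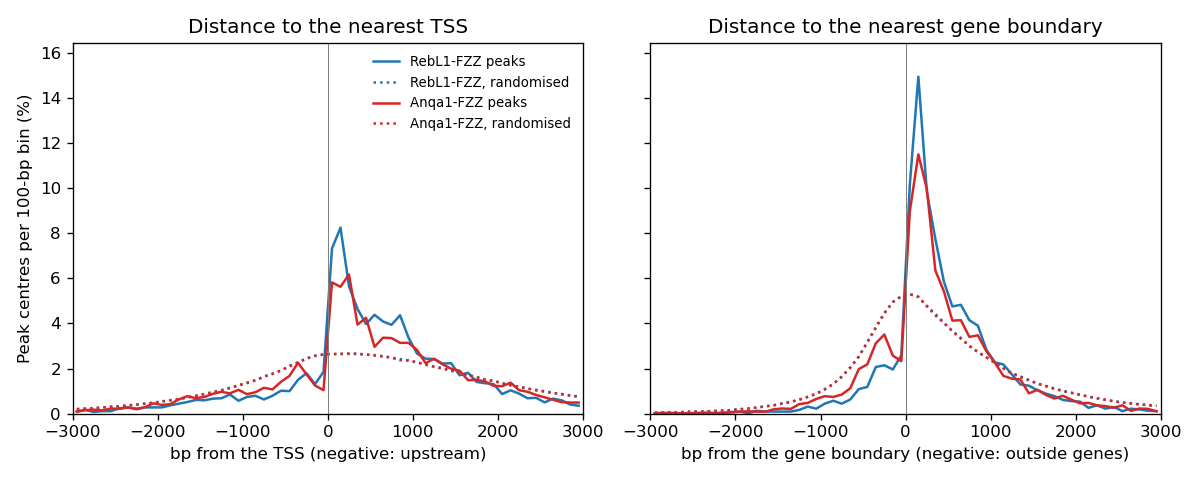
Share of peak centres (%) in 100-bp bins by distance in bp to the nearest TSS (left) and to the nearest gene boundary (right). RebL1-FZZ is in blue and Anqa1-FZZ in red, with the mean of 200 randomised placements as dotted lines. On the left, observed distances are the authors' and randomised ones use the gene table. In the bin from 100 to 200 bp downstream of the TSS lie 8.24% of the RebL1 and 5.62% of the Anqa1 centres, and both lists fall below the dotted lines in the 100 bp upstream of the TSS, with 1.85% and 1.04%.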

Peak distribution analysis revealed that roughly half of the Anqa1 ChIP peaks are found within 1 kilobase of the annotated TSS (Figure 5A; Supplemental Table S10). 

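By the authors' distances, 3220 of the 5840 Anqa1-FZZ peaks lie within 1000 bp of the nearest TSS, which is 55.1% (53.9 to 56.4%). Of these, 780 lie upstream (13.4% of the peaks) and 2440 downstream (41.8%). Over the 5675 peaks on scaffolds matched to the gene table the share is 55.2%. Randomised placements, with the strand of a gene drawn at random where it is unknown, gave 45.7% (44.4 to 47.0%). The observed share is 1.21 times as high (one-sided p = 0.001, n = 5675 peaks). It uses the authors' TSS, whereas the placements use the gene table, where 9726 of 11086 peaks of both lists had a matching boundary. The ratio is thus not strictly like for like. The excess lies downstream of the TSS. In each 100-bp bin of the 1000 bp upstream, the Anqa1 share was below its randomised mean. The gap was small from 400 to 300 bp upstream (2.256% against 2.263%) and larger in the last 100 bp (1.04% against 2.6%). In the RebL1 list 3392 peaks (61.3%, 60.0 to 62.6%) lie within 1000 bp of the TSS either way, a higher share than for Anqa1 (two-sided Fisher's exact test, p = 2.44e-11). The upstream share alone is higher for Anqa1 (odds ratio 1.19, two-sided Fisher's exact test, p = 0.00234). Narrowing the window to 500 bp moved the share either way most, to 34.0% for Anqa1 and 37.4% for RebL1, with the order of the proteins unchanged. In the 500 bp upstream alone, with 7.91% of the Anqa1 and 7.49% of the RebL1 peaks, no difference was detectable (odds ratio 1.06, two-sided Fisher's exact test, p = 0.399). The lower share of Anqa1 either way was not seen in the strongest 10% of each list by score. In that setting, added after seeing the data, 65.5% lay within 1000 bp for both proteins. The highest-scoring Anqa1 peak (score 2838) lies on scf_8254652 from 482040 to 482804 in the class promoter-TSS, with its centre at -349 bp from the TSS of TTHERM_000382279. The next 4 are a promoter-TSS peak at -609 bp from the TSS of TTHERM_01005190 (scf_8254757, 94882 to 95301, score 1709), an exonic peak of TTHERM_00698680 (scf_8254820, 35182 to 36727, score 1599), a TTS peak nearest to the start of TTHERM_01436740 (scf_8254518, 2908 to 3480, score 1580) and a TTS peak nearest to the start of TTHERM_00442570 (scf_8254609, 328292 to 328871, score 1553). A RebL1 peak overlaps 4 of these 5 regions, the exception being the one near TTHERM_01005190. From the enrichment near promoter regions, the paper proposes a role of Anqa1 in transcription regulation.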

As an enrichment near the promoter regions suggests a role in transcription regulation, we utilized publicly available RNA-seq data that has been used to rank *Tetrahymena* genes based on their expression patterns during vegetative growth (66) and correlated it with the Anqa1 ChIP data. 

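The number of genes bound by Anqa1-FZZ depends on how a peak is given to a gene. Here each peak counts for its nearest gene only, by the authors' transcript names, so a further gene within the window is not counted. In the deposited list, 2897 genes are nearest to an Anqa1 peak centre that lies within 1000 bp of their TSS, either way. That number equals 10.7% of the number of genes in the gene table. The number is 1934 genes within 500 bp and 765 genes when only the 1000 bp upstream of the TSS are counted. With the peaks scoring at or above the list's median it is 1618 genes within 1000 bp. Of the 2897 genes, 1392 (48.0%) are also nearest to a RebL1-FZZ peak centre within 1000 bp of the TSS, out of 2766 such RebL1 genes. The expression ranks of these genes were not analysed here.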

We found that the majority of the Anqa1-FZZ bound genes (290 of 422 genes) were moderately to very weakly expressed and only 12% of the targets were classified as highly expressed during *Tetrahymena* growth (Figure 5B). These results suggest that Anqa1 may function to regulate the expression of its target genes.

**Figure 5.**
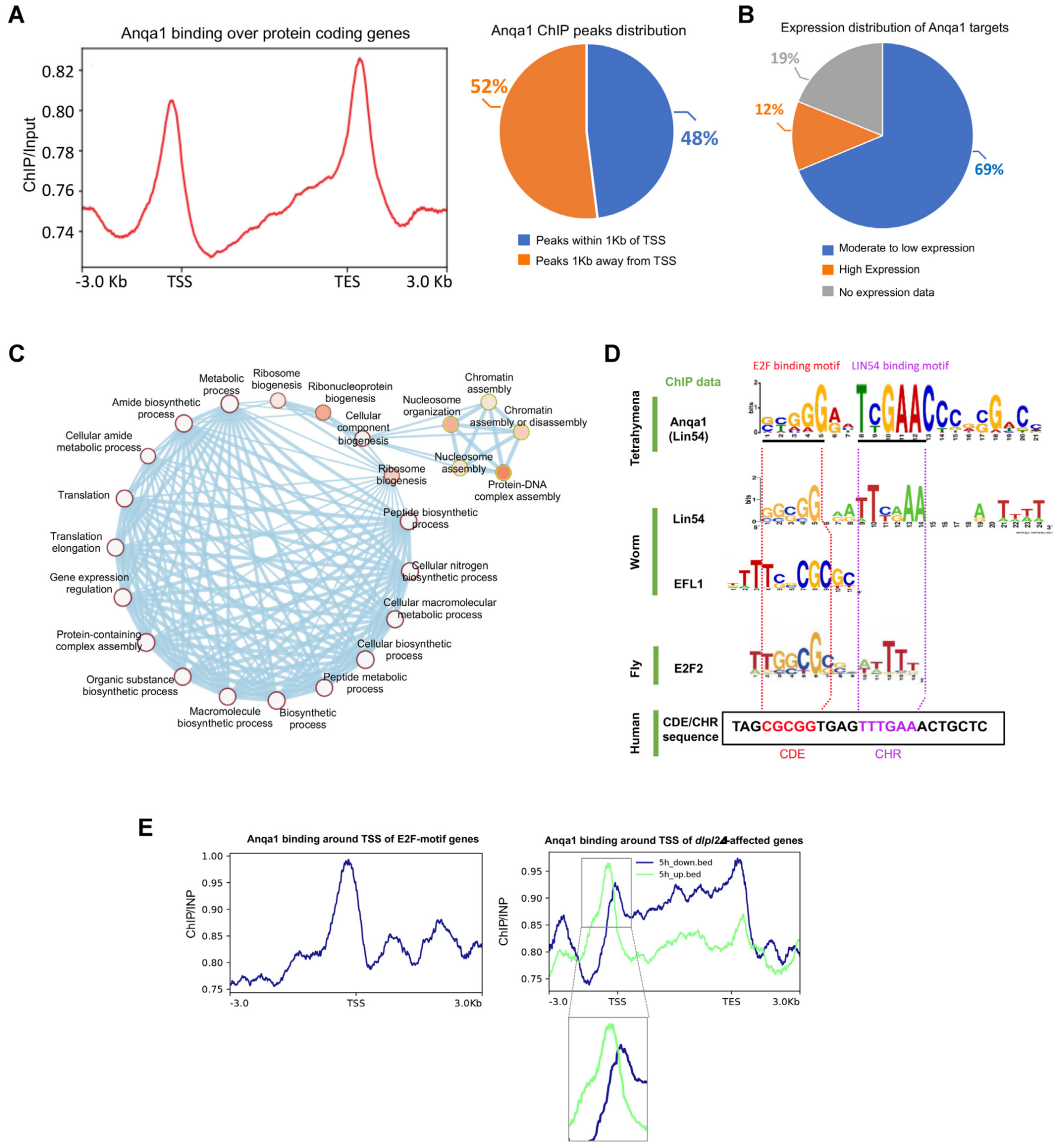
Genome-wide analysis of Anqa1 DNA-binding profile in *Tetrahymena*. (**A**) Left: Metagene analysis of Anqa1 ChIP-seq data indicates enrichment near the TSS and TES of target genes. Right: Anqa1 ChIP peak distribution with respect to annotated TSS ±1 kb. (**B**) Pie chart showing the distribution of Anqa1 bound genes based on their expression levels. (**C**) Network depiction of gene ontology (GO) enrichment analysis among Anqa1 bound targets. Each node depicts a GO term whereas each edge represents the degree of gene overlap that is found between two gene sets corresponding to the two GO terms. GO term significance 0.01 (white) to 0 (orange). (**D**) An overrepresented motif in Anqa1 bound *Tetrahymena* genes identified by MEME (E value: 8.0e–223). Below are shown previously identified motifs for the *C. elegans EFL-*1, an extended motif enriched among *E2F*2, *LIN*-9 and *LIN*-54 co-regulated genes in *Drosophila* and the CDE/CHR motif from the human Cdc2 promoter. Regions bound by human *E2F*4 and *LIN*54 at the Cdc2 promoter as well as homologous motif sequences in other organisms are highlighted by the dotted lines. (**E**) Metagene analyses indicating the binding profile of Anqa1 around TSS of those genes that 1) contain the E2FL1 motif in their promoters (left), 2) those genes whose expression is affected during conjugation upon *DPL2* depletion (right).

We carried out gene ontology (GO) enrichment analysis related to molecular functions and/or biological processes. While RebL1-binding genes were not enriched in any GO terms, in keeping with its role in multiple protein complexes, Anqa1 targets were however enriched for terms associated with gene expression regulation, chromatin assembly and organization, translation regulation, ribosome biogenesis and cellular metabolic processes, suggesting a specific function in regulation of cellular processes (Figure 5C).

### A hybrid E2F/DP and Anqa1 DNA-binding motif

The ChIP-seq analysis of Lin54 in metazoans has revealed the existence of a hybrid DREAM-recruiting motif representing the E2F-binding sequence upstream of the CHR element (44–46). To identify a putative DNA-binding motif, we performed a *de novo* motif discovery analysis using the Anqa1 ChIP peaks. The identified Anqa1 motif appeared to share similarity with the characteristic DREAM-recruiting E2F/DP-CHR hybrid motif (Figure 5D). By scanning across the *Tetrahymena* genome, we identified ∼3000 loci, with roughly half (1345 loci) being found within ±1 kb of TSS, that contain this putative DREAM-recruiting motif (Supplemental Table S11). We cannot rule out the possibility of additional DREAM-recruiting loci given that the *Tetrahymena* genome encodes multiple Lin54- and E2F-like factors which could potentially recognize sequences with variations in the identified motif. The *Tetrahymena* genome encodes at least seven E2F family members (E2FL1-4 and DPL1-3) and two p107/p130 (Retinoblastoma-like1/2)-like proteins (86). Previous *in silico* analysis has identified 714 *Tetrahymena* genes to contain some version of human E2F DNA-binding motif (TTTSSCGC where S is either a G or a C) in their promoters (100). Although we did not detect any DREAM-specific proteins in our AP-MS (FDR ≤ 0.01), we found that Anqa1 exhibited enriched binding in the promoter regions of putative E2F motif containing genes (Figure 5E, left), consistent with the identification of an E2F/DP-CHR-like hybrid motif.

E2FL1 and Dpl2 heterodimer has been described to function in gene expression regulation during conjugation (86). To further explore the connection between Anqa1 and E2Fs, we utilized previously generated RNA-seq data in *dpl2Δ* cells during conjugation (86), and examined the Anqa1 binding profile around the TSS of affected genes. Our analyses indicated that Anqa1 binds relatively evenly across the gene bodies of both up- and down-regulated genes at 3-, 4-, 6- and 7-hour time points after mixing the *dpl2Δ* cells during conjugation (Supplemental Figure S4C). Remarkably, however, we observed a strong binding enrichment for Anqa1 specifically within the promoter regions of genes that are upregulated in *dpl2Δ* cells 5-hours post mixing cells (Figure 5E, right), a period in conjugation immediately prior to the observed meiotic defect in *dpl2Δ* cells (86). In contrast, the downregulated genes had wide-spread binding within their bodies without any enrichment near the TSS (Figure 5E, right). These *dpl2Δ*-dependent upregulated genes were enriched in pathways such as DNA replication and DNA repair (Supplemental Figure S4C). We suggest that the putative MuvB subunit Anqa1 binds in the promoter region, possibly in conjunction with DREAM-specific E2F/DP proteins, to regulate the expression of some of its target genes.

### RebL1 depletion results in growth defects

Previous studies have correlated the overexpression of RBBP4 and RBBP7 with tumor cell proliferation in certain cancer types (49,54). To analyze the RBBP4 and RBBP7 expression levels and correlation with cancer prognosis, we utilized archived patient RNA-seq data from ‘The Cancer Genome Atlas’ (TCGA), focusing on multiple tumor types for which the corresponding normal tissue data were available. The expression levels of both RBBP4 and RBBP7 were significantly higher in several cancers, including stomach adenocarcinoma, breast cancer, glioblastoma multiforme, cholangio carcinoma and liver hepatocellular carcinoma, compared with the normal tissues (*P*-value cut-off ≤ 0.01) (Supplemental Figure S5A; Supplemental Table S12 for TCGA abbreviations). Furthermore, these high expression levels of RBBP4 and RBBP7 significantly correlated with unfavorable clinical outcomes (*P* ≤ 0.05) in many tumor types (Supplemental Figure S5B). For example, Kaplan–Meier curves indicated that hepatocellular carcinoma (LIHC) high expression groups for both RBBP4 and RBBP7 had significantly worse overall survival (*P* < 0.01) compared with low expression groups (Figure 6A). The observed overall poor survival of LIHC high-expression group was further enhanced when the RBBP4 and RBBP7 expression was combined in our analyses, suggesting an additive effect (Figure 6B).

**Figure 6.**
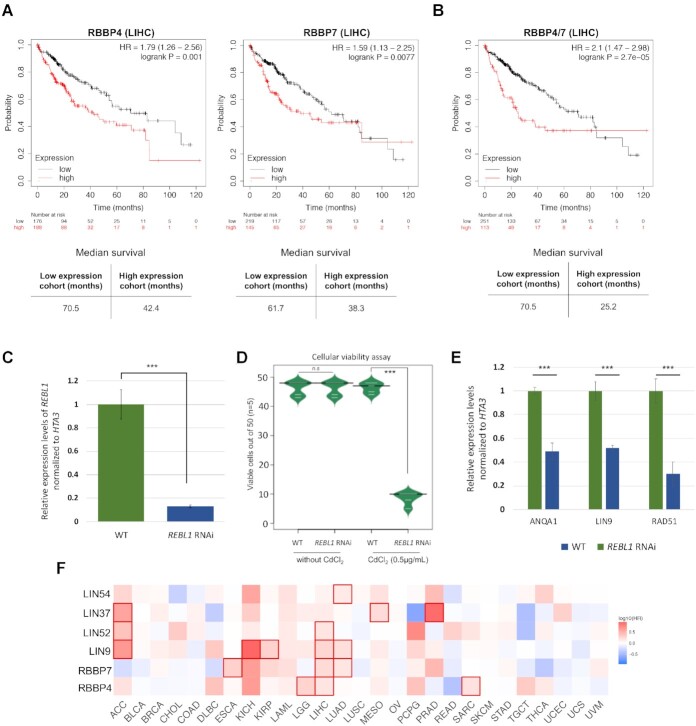
Conserved oncogenic properties of RBBP4/7. (**A**) Kaplan–Meier curves of overall survival in patients with primary hepatocellular carcinoma using TCGA-LIHC. Patients were grouped according to median expression of either RBBP4 (left) or RBBP7 (right) using log-rank tests. Bottom panels show the median survival in months for high and low expression groups. (**B**) Kaplan–Meier curves of overall survival in LIHC patients using combined expression of RBBP4 and RBBP7 to examine the survival rates in the TCGA-LIHC cohort. Log-rank test was used in this analysis and the bottom panel depicts the median survival in months for high and low expression groups. (**C**) Expression levels of RebL1 in *REBL1* RNAi *Tetrahymena* cells treated with CdCl_2_ (0.5 μg/mL) or untreated, as assessed by qRT-PCR. The qRT-PCR data were normalized to *HTA3* expression. ∗∗∗ indicates *t*-test *P* ≤ 0.001. The individual error bars indicate the standard deviation for each sample. (**D**) Bean plot representation of cellular viability of single cells wild-type or *REBL1*-RNAi treated lines isolated in drops of media with and without CdCl_2_ (0.5 μg/mL). Cell growth was observed after at least 48 hours to a maximum of 72 hours. The number of viable drops were counted from each replicate (n = 5; 50 cells in each replicate) and plotted. ∗∗∗ indicates t-test P≤ 0.001 and n.s.: non-significant. (**E**) Analysis of expression levels of target genes in *REBL1*-RNAi cells treated with CdCl_2_ (0.5 μg/mL) or untreated. The qRT-PCR data were normalized to *HTA3* expression. Statistical significance was assessed using Student's *t*-test (***P≤ 0.001, **P≤ 0.01, *P≤ 0.05, n.s.: non-significant). Error bars represent standard deviation. (**F**) Heat map showing the hazard ratios in logarithmic scale (log_10_) for the indicated genes in multiple cancer types. The red blocks denote higher whereas blue blocks indicate lower clinical risk, with an increase in the gene expression. The blocks with darkened frames denote statistical significance in prognostic analyses (*P*≤ 0.05; Mantel–Cox test). The TCGA cancer abbreviations are provided in Supplemental Table S12.

We examined the DepMap database, which encompasses data from genome-wide RNAi and CRISPR loss-of-function screens across hundreds of cancer cell lines, and observed that RBBP4 behaves as a common essential gene (Supplemental Figure S5C) (101,102). RBBP7, on the other hand, exhibited high selectivity in terms of cancer cell line dependency, reinforcing the concept of orthologue-specific functions for RBBP4 and RBBP7. Considering the sequence/structural similarity of RebL1 with its human orthologues and formation of similar functional links (Supplemental Figure S5D), we explored the role of RBBP4 and seven in cellular proliferation and/or gene expression using *Tetrahymena* as a model system. To this end, a cadmium inducible *RebL1* RNA interference (RNAi) construct was introduced into vegetative *Tetrahymena* cells. Upon CdCl_2_ treatment, the RebL1 expression levels were significantly reduced in *RebL1*-RNAi cells in comparison with the WT and/or uninduced *Tetrahymena* (Figure 6C), as assessed by reverse-transcription quantitative real-time PCR (RT-qPCR) analysis. We used growth assays to examine the functional consequences of RebL1 depletion in growing *Tetrahymena* cells. We found that *RebL1*-RNAi cells gave ∼19% viable clones, significantly fewer compared to 90% viable cells (*n* = 5) in wildtype *Tetrahymena* when treated with CdCl_2_ (0.5 μg/mL; see methods) (Figure 6D), consistent with the role of its human orthologues in cell proliferation.

### RebL1 depletion causes gene expression changes

The *REBL1*-RNAi dependent reduction in cellular viability could be related to indirect changes in expression levels of some functionally important genes. In human glioblastoma cells (GBMs), RBBP4 depletion results in sensitization of tumor cells to temozolomide (TMZ) in conjunction with the downregulation of DNA repair protein Rad51 (54). We examined Rad51^Tt^ expression levels in *REBL1*-RNAi cells. Rad51^Tt^ was significantly supressed in *Tetrahymena* depleted of RebL1 in comparison to the WT and/or uninduced cells (Figure 6E).

Previous studies have identified an auto-regulatory feedback loop for the DREAM complex (103). To test the possibility of an auto-regulatory feedback loop for MuvB, we examined the expression levels of Anqa1 and Lin9^Tt^ using the RNAs derived from either the *REBL1-*RNAi or WT cells. We found that *REBL1* knockdown suppressed the expression of both Anqa1 and Lin9^Tt^ (Figure 6E), consistent with the disruption of a putative *Tetrahymena* MuvB. Consistent with these data, we observed that expression levels of Lin54 and Lin9 positively correlate with RBBP4 in multiple tumor types (Supplemental Figure S6). Furthermore, the high expression of MuvB subunits correlate with significantly worse overall survival in many different cancer types (*P*≤0.05), particularly in LIHC patients where increased levels of 3 out of the 5 MuvB subunits were associated with unfavourable outcomes (Figure 6F). These results are consistent with the highly conserved physical interactions of MuvB subunits with each other.

## DISCUSSION

Effective transcriptional regulation requires the ordered assembly of multiple protein complexes on chromatin in response to specific cellular cues. In this study, we report that *Tetrahymena* contains at least three WD40 repeat family proteins with putative scaffolding roles. Specifically, we determined TTHERM_00688660 (RebL1) to be the major structurally and functionally conserved orthologue of human RBBP4 and 7 in *Tetrahymena*. We demonstrated that RebL1 is a component of multiple chromatin-related complexes and is important for gene expression regulation and cell growth.

Previous studies have indicated that the structure/function of various MuvB-derived complexes can differ across different species (33). For example, structurally and functionally distinct MuvB complexes in *Drosophila* salivary glands and testis have been identified (104–106). It has remained an open question, however, whether tissue-specific or development-specific MuvB complexes also exist in other species. In *Tetrahymena*, the presence of multiple Lin54 paralogues and their distinct expression pattern suggest the existence of multiple MuvB-like complexes. Although further studies will explore this interesting possibility, a previous report has shown the interaction between E2FL1/Dpl2 and Anqa14 (86) supporting the existence of multiple structurally/functionally distinct MuvB-containing DREAM-like complexes in *Tetrahymena*. Several observations reported in our study indirectly support the formation of a DREAM-like complex in *Tetrahymena*: (i) the identification of a putative E2F/DP-CHR-like DNA motif; (ii) the enrichment of Anqa1 ChIP peaks in the promoter regions of putative E2F target genes in *Tetrahymena* and (iii) the targeting of *dpl2Δ-*dependent upregulated genes by Anqa1. We propose that *Tetrahymena* MuvB functions in collaboration with E2F/DPs to form a DREAM-like complex that negatively regulates the expression of target genes. Although E2F DNA-binding motifs are largely conserved during evolution (107), CHR elements have not yet been studied in *Tetrahymena*. Further studies are required to thoroughly examine the role of CHR and other *cis* elements in *Tetrahymena* cell cycle regulation.

The role of RBBP4 and RBBP7 in cellular proliferation has been widely reported, although the mechanistic details have remained unclear. Our results suggest that one of the mechanisms through which RBBP4 and RBBP7 might function in cellular growth is via regulating the cell-cycle regulatory complex MuvB. Consistent with this, we found that the expression profiles of MuvB subunits are interconnected in tumor cells. In previous reports, autoregulatory feedback loops have been reported involving B-Myb and the DREAM complex (103). It will be interesting to examine whether B-Myb also functions in the MuvB auto-regulation pathway. Considering that MuvB subunits were identified as biomarkers of poor prognosis for multiple cancers, our mechanistic findings have direct implications for better understanding tumor cell proliferation.

RBBP4 and RBBP7 function in multiple epigenetic complexes which might have a role in cell proliferation independent of MuvB. For example, knockdown of RBBP4 in GBM tumor cells results in suppression of the DNA-repair protein Rad51 due to disruption of the RBBP4/p300/CBP chromatin-modifying complex (54). Loss of RBBP4 in GBMs was found to be associated with suppression of tumor growth (54). Consistently, we observed that RebL1 depletion resulted in suppression of the Rad51^Tt^ orthologue in *Tetrahymena*. Disruption of *Tetrahymena RAD51^Tt^* has been reported to lead to severe abnormalities during vegetative growth, as well as in conjugation (108,109). It remains to be seen whether Rad51^Tt^ also has a role in the reduction of cellular viability observed in *REBL1*-RNAi treated *Tetrahymena* cells. In summary, our research has extended the current understanding of transcription regulation in ciliates and, more broadly, on the multifaceted role (s) of RBBP4 and RBBP7 proteins in eukaryotes.

## DATA AVAILABILITY

The mass spectrometry raw data reported in this paper are deposited at MassIVE (https://massive.ucsd.edu/). Additional files include the complete SAINTexpress outputs for each dataset as well as a ‘‘README’’ file that describes the details of mass spectrometry files deposition to the MassIVE repository (Supplemental Table S14 for accession numbers). ChIP-seq data generated can be found online at Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/). NGS and reads files produced in this study were deposited at GEO database with unique identifier GSE156091.

## Supplementary Material

gkab413_Supplemental_Files Click here for additional data file.

# Supplementary material for: Functional characterization of RebL1 highlights the evolutionary conservation of oncogenic activities of the RBBP4/7 orthologue in Tetrahymena thermophila
**Source:** Nucleic Acids Res. 2021 Jun 4;49(11):6196–212. doi: 10.1093/nar/gkab413
**Supplement:** gkab413_Supplemental_Files

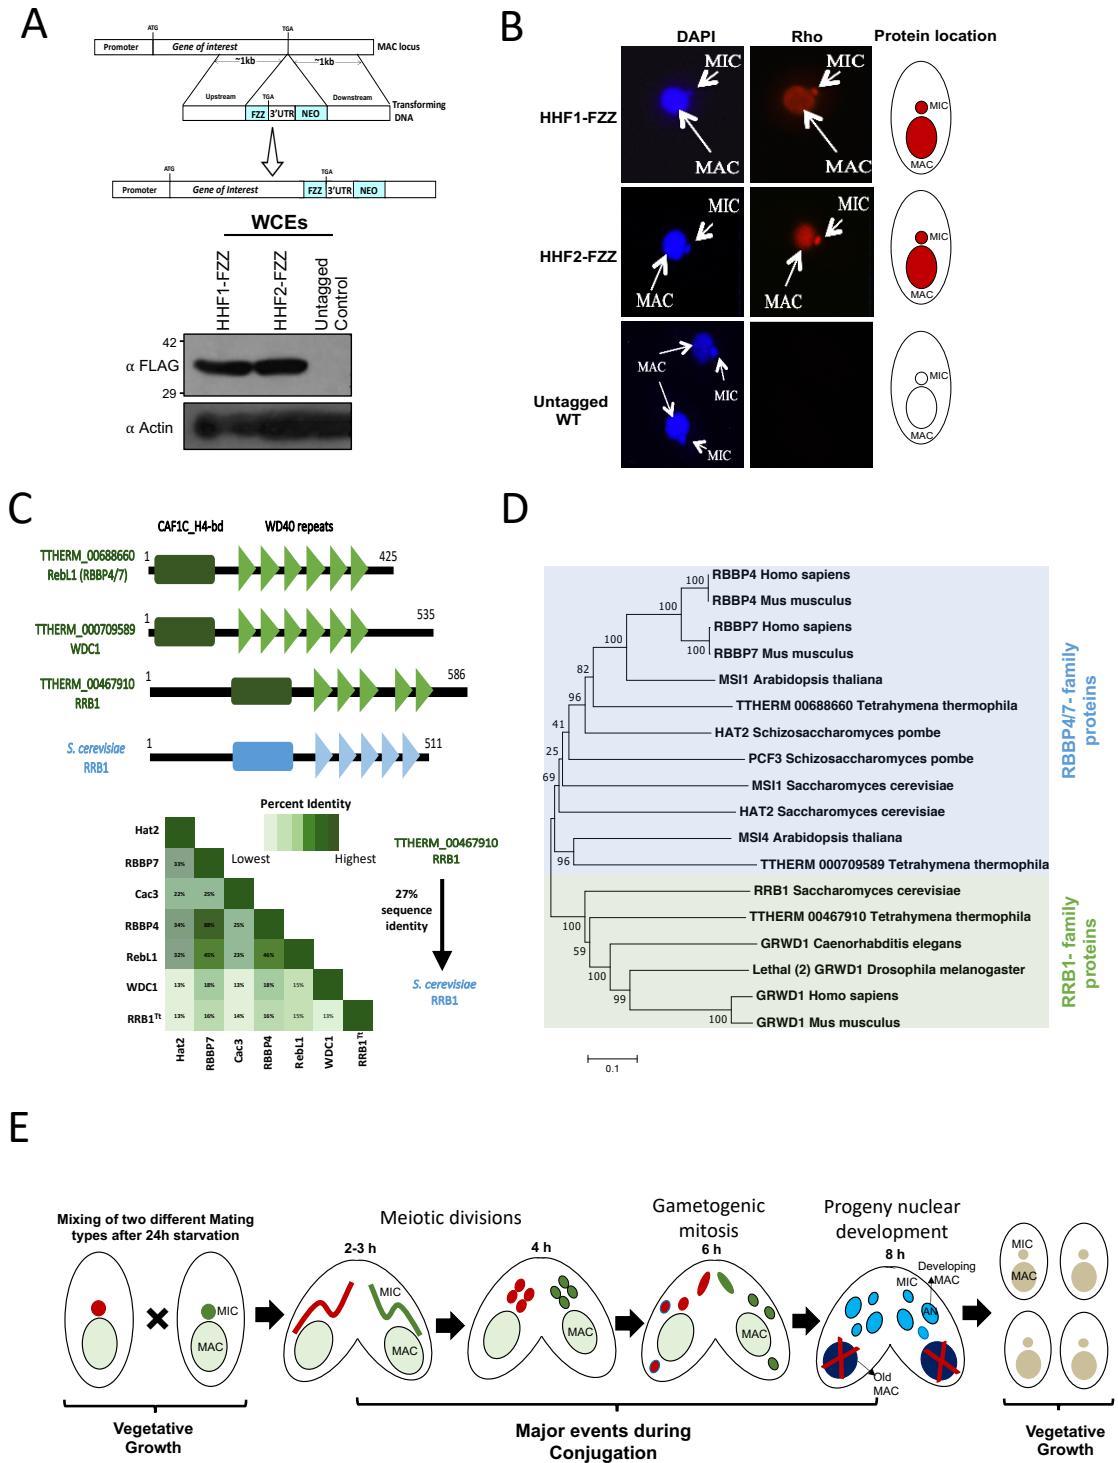

**Figure S1: Characterization of RBBP4/7<sup>Tt</sup> in *Tetrahymena*.** **A:** Top: Schematic illustration of epitope tagging strategy for the MAC locus. Bottom: Western blotting analysis using whole cell lysates prepared from HHF1-FZZ and HH2-FZZ expressing *Tetrahymena* cells. The blot was probed with the indicated antibodies. **B:** Indirect Immunofluorescence (IF) analysis of H4-FZZ during vegetative growth in *Tetrahymena*. For nuclear counterstaining DAPI was used. MAC and MIC position are indicated. Cartoon diagram of the localization pattern is shown on the right. **C:** Top: Comparative domain analysis of RBBP4/7<sup>Tt</sup> (RebL1) protein against two other WD-40 repeat proteins in *Tetrahymena* and budding yeast RRB1. Bottom: Percent sequence identity shown as half-square rectangle. **D:** Neighbour-joining phylogenetic analysis of WD40 proteins. Different subfamilies are highlighted in different colors. The numbers on the branches represent confidence values based on 1000 bootstrap replicates. **E:** Life cycle of *Tetrahymena*. Parental macronuclei are shown in light green. After pairing of two cells of different mating types, the respective MICs (shown in red and dark green) undergo meiosis and adopt a crescent shape. One of the four meiotic products is selected in each cell and the other three are degraded. The selected meiotic product nuclei in each cell undergo mitosis and identical pro-nuclei are produced. One of two pro-nuclei in each cell is transferred to the mating partner. The exchanged nuclei fuse with the other resident pronucleus giving rise to a zygotic diploid nucleus that divides mitotically twice to generate four nuclei. Two of these resultant nuclei will develop as new MACs (anlagen), and two will become MICs. The parental MAC degenerates. Time periods shown correspond to hours post mixing of the two cells. The AP-MS for RebL1-FZZ was performed at 5h post mixing.

A

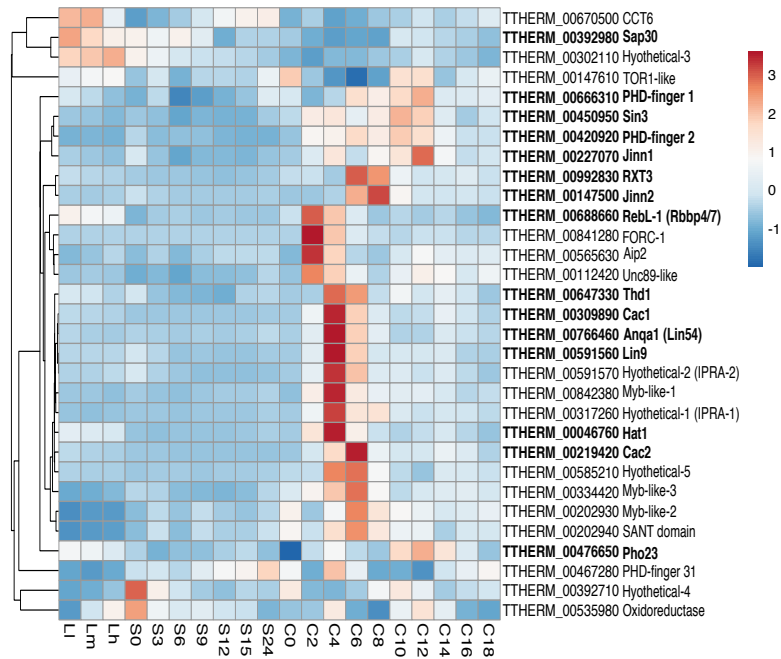

B

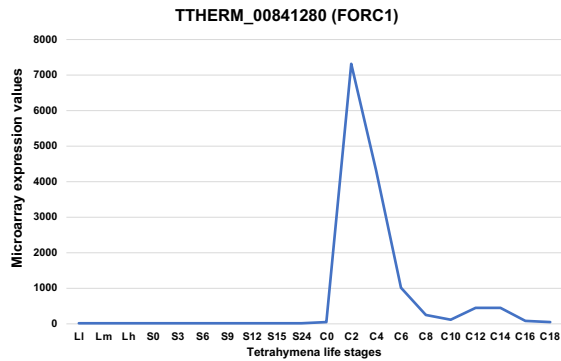

C

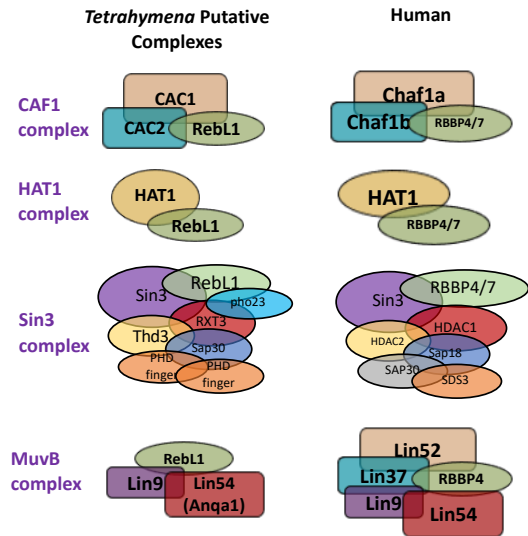

**Figure S2: Expression analysis of RebL1-FZZ co-purifying proteins in *Tetrahymena*.**

**A:** Heat map display of microarray expression values for RebL1-FZZ co-purifying proteins. Z-scores were calculated across the rows for each gene to examine its differential expression across growth, starvation, and developmental stages. L1–LH display logarithmic growth phase, S0–24 indicates starvation for 24 h, and C is for conjugation where 0–18 are hours post mixing the different mating types. Hierarchical clustering was performed to assess the similarities in expression profiles. The labels in bold are those proteins that were detected in both conjugation and vegetative growth of *Tetrahymena*. **B:** Line graph depiction of FORC1 expression which was co-purified with RebL1-FZZ during conjugation and is exclusively expressed during conjugation/development. **C:** Cartoon depiction of RebL1 co-purifying protein-complexes and their subunit composition in *Tetrahymena* and humans.

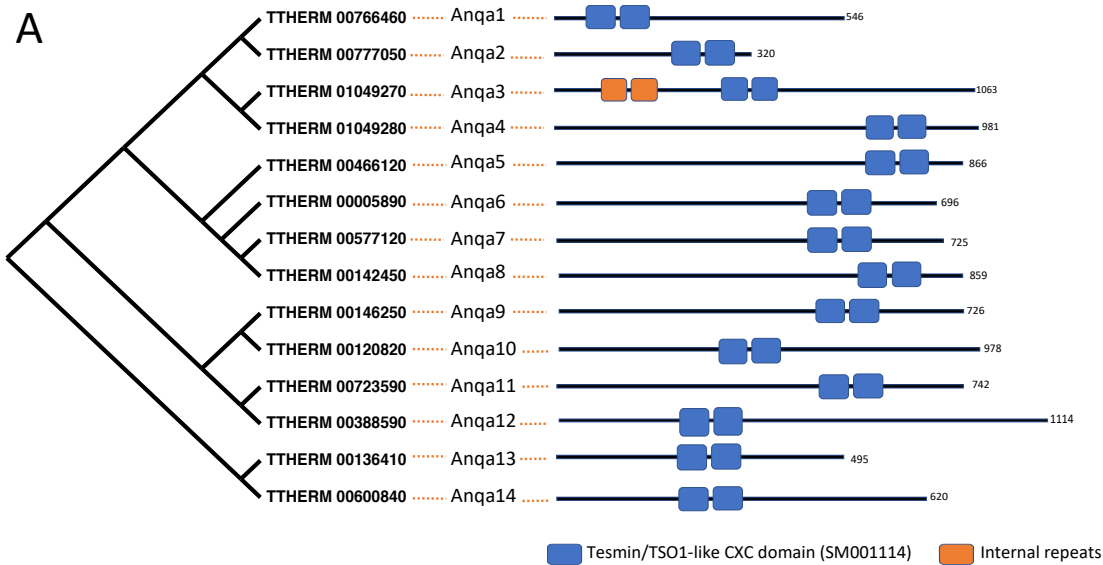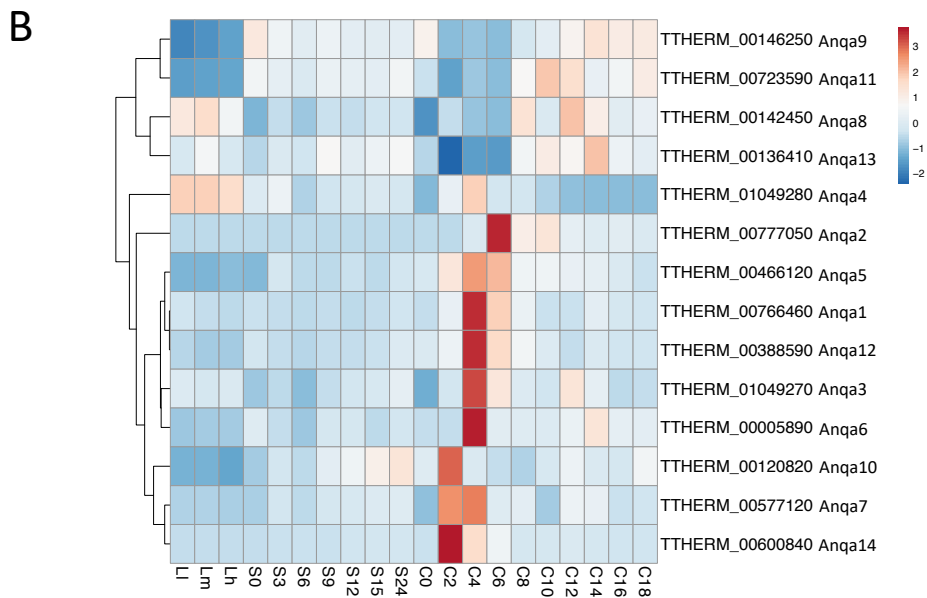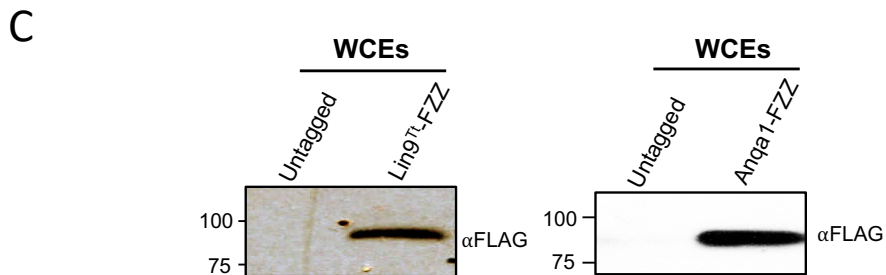

**Figure S3: Analysis of Anqa1-14 (Lin54) in *Tetrahymena*.** **A:** Neighbor-joining phylogenetic tree of Lin54-like proteins in *Tetrahymena*. The tree topology represents the bootstrap consensus tree (1000 bootstrap replicates) and branch lengths do not indicate the genetic distances. On the right side of the phylogenetic tree is the predicted domain architecture of each protein as well as their systematic nomenclature. Color code indicated. **B:** Heat map display of microarray expression values for Lin54-like genes in *Tetrahymena*. Z-scores were calculated across the rows for each gene to examine its differential expression across growth, starvation, and developmental stages. L1–LH: growth phase, S0–24: starvation for 24 h, and C conjugation where 0–18 are hours post mixing the different mating types. Hierarchical clustering was performed to assess the similarities in expression profiles. **C:** Western blotting analysis using whole cell lysates prepared from Lin9-FZZ (left) and Anqa1-FZZ (right) expressing *Tetrahymena* cells. The blot was probed with the indicated antibodies.

A

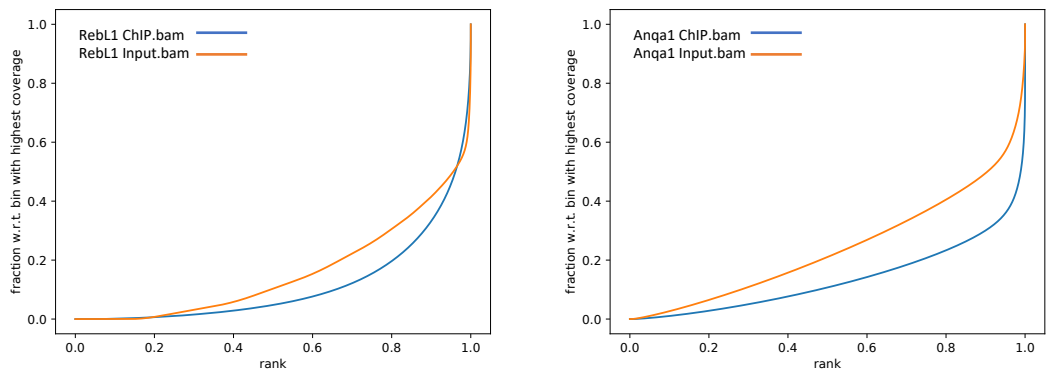

B

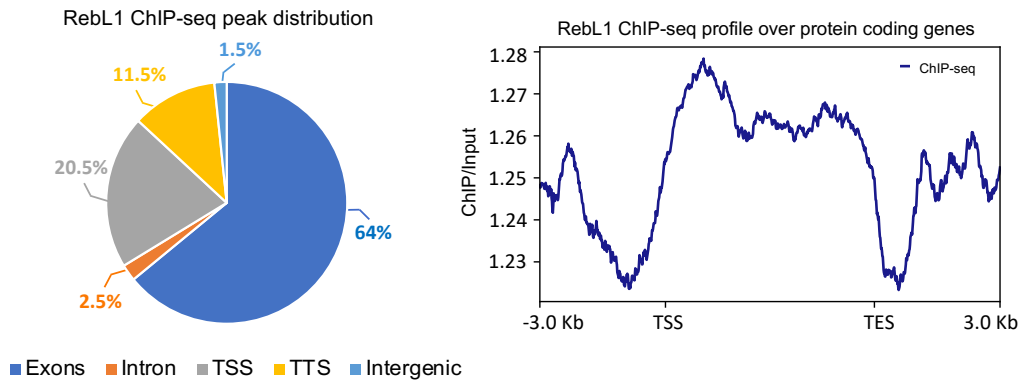

C

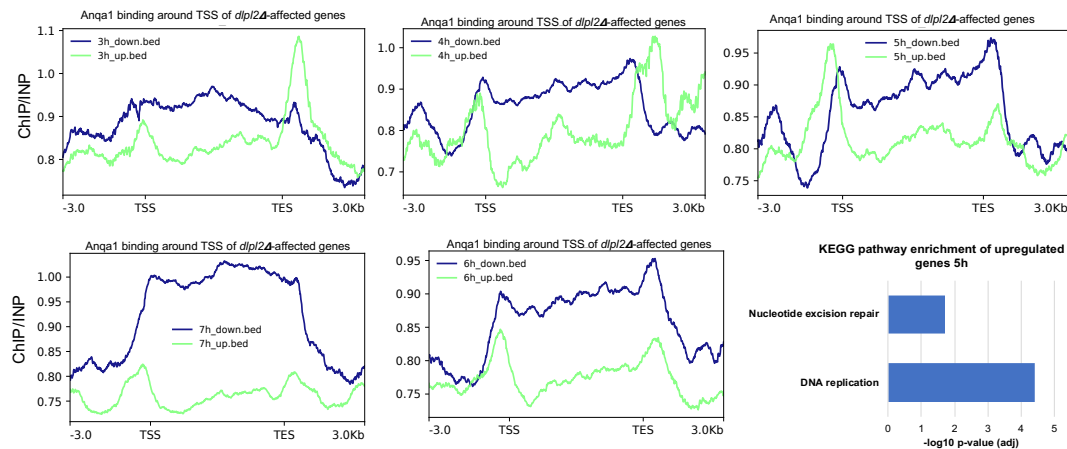

**Figure S4: RebL1 ChIP-seq analysis.** **A:** Fingerprints plots to examine the quality of ChIP signal in comparison with inputs. Plots show that ChIP seq is enriched as more reads are found in smaller number of bins for ChIPs compared to the input. **B:** left, Pie chart of RebL1 ChIP peak distribution across various genomic features. Right, Metagene analysis of RebL1 ChIP-seq data. **C:** Metagene analyses indicating the binding profile of Anqa1 around TSS of those genes whose expression is affected during conjugation (conjugation time points 3h,4h,5h,6h, and 7h post mixing the cells) upon *DPL2* depletion (acquired from public database GSE104524). Blue and Green show the Anqa1 binding for downregulated and upregulated genes, respectively. Below the 5h plot is shown the KEGG pathway enrichment analysis for the upregulated genes which were preferentially bound by Anqa1 in the promoter region.

A

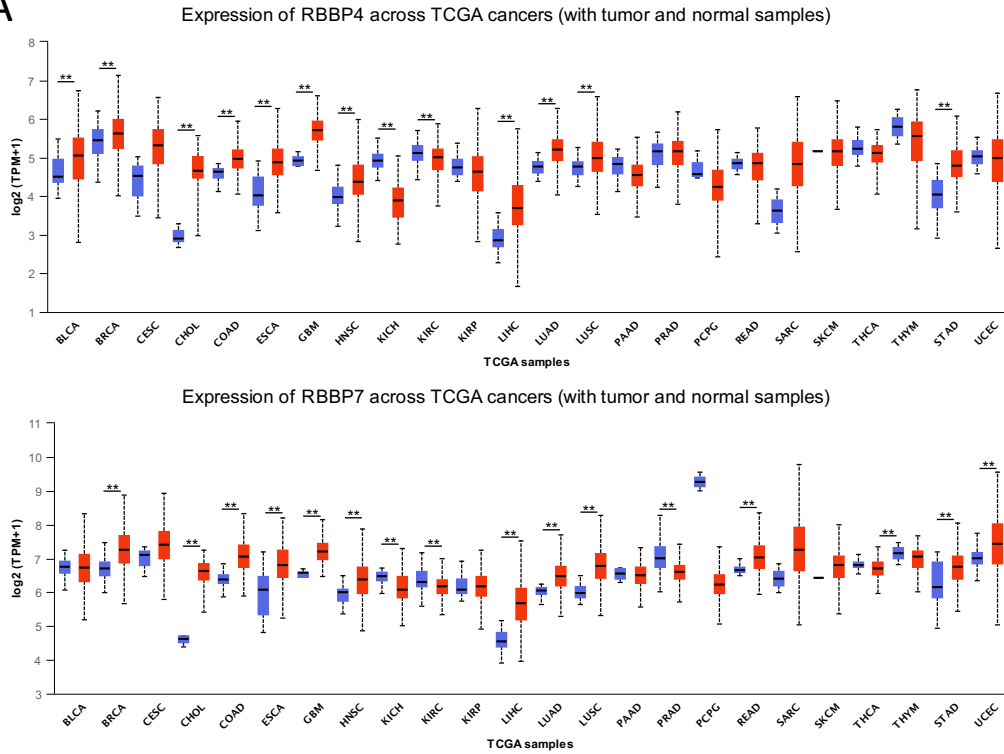

B

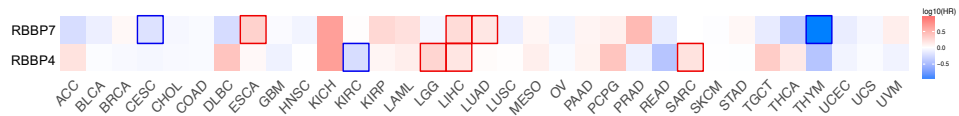

C

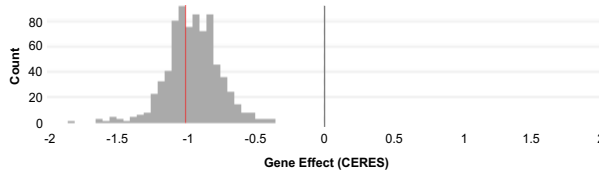

D

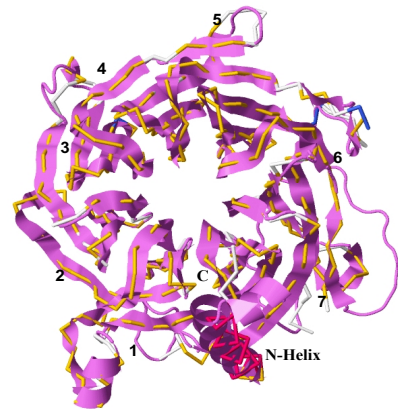

Superimposition of human RBBP4/7 and predicted structure of Tetrahymena RebL1

**Figure S5: RBBP4 and RBBP7 expression analysis across different cancer types using TCGA data.** **A:** Box plot representation of RBBP4 (top) and RBBP7 (bottom) relative expression levels in normal tissues (blue) vs primary tumors (red) across multiple cancer (TCGA RNA-seq data). \*\* P-value cut-off  $\leq 0.01$  (student's t-test). The TCGA cancer abbreviations are provided in supplemental Table S12. **B:** Heat map shows the survival analysis result based on multiple cancer types. The heat map depicts the hazard ratios in logarithmic scale ( $\log_{10}$ ) for RBBP4 and RBBP7. The red blocks denote higher whereas blue blocks indicate lower risk, with an increase in the gene expression. The blocks with darkened frames denote statistical significance in prognostic analyses ( $P \leq 0.05$ ; Mantel–Cox test). **C:** Histogram of gene dependency scores for RBBP4 for all cell lines in DepMap database (<https://depmap.org/portal/gene/RBBP4?tab=overview>) for CRISPR-Cas9 essentiality screens [CRISPR (Avana)]. Based on DepMap database, 741/757 cell lines were found to be dependent on RBBP4 expression. A lower score (CERES) means that a gene is more likely to be dependent in a given cell line. A score of 0 (indicated by black line) is equivalent to a gene that is not essential whereas a score of -1 (indicated by red line) corresponds to the median of all common essential genes. **D:** The predicted Rebl1 structure shown as cartoon (violet ribbons) was superimposed with the reported human RbAp46/RbAp48 crystal structure (PDB ID: 3CFS) depicted as gold backbone. Seven blades of predicted beta propeller are also numbered based on the human structure superimposition.

### Expression correlation across different cancer types

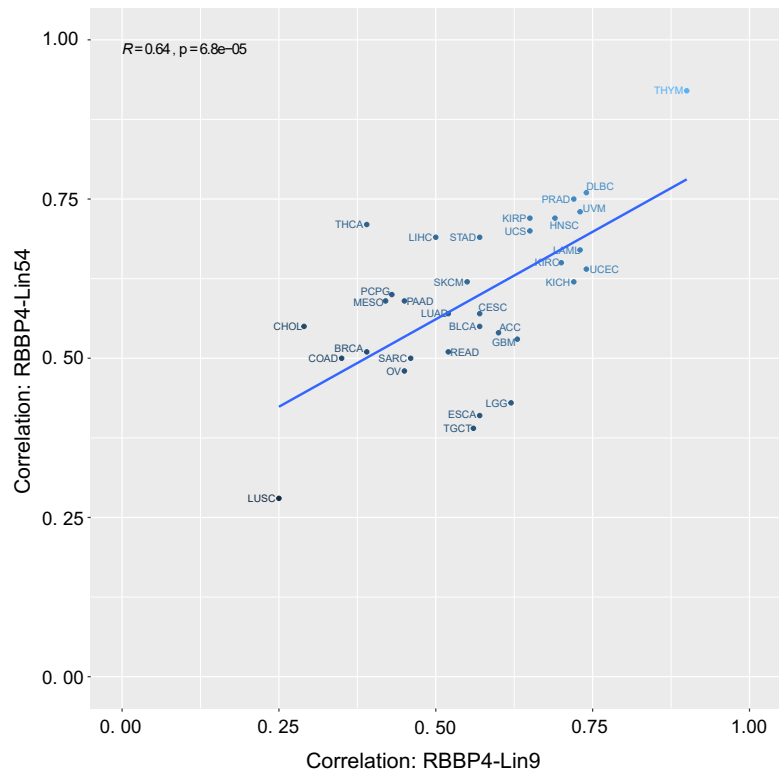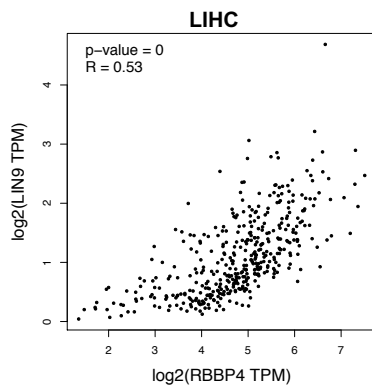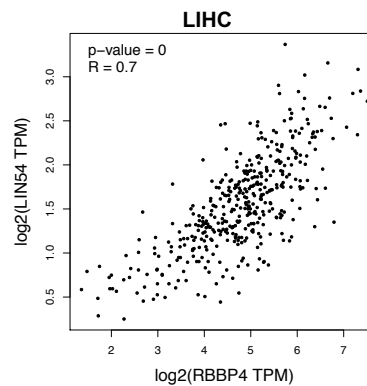

**Figure S6: Expression correlation of RBBP4 and RBBP7 with Lin54 and Lin9 using TCGA data.** Top: Pearson correlation plot for RBBP4 to Lin54 and Lin9 expression levels across 33 TCGA cancer types. The p-value cut-off was  $\leq 0.01$ . The x-axis and y-axis show the correlation co-efficient values for RBBP4-to-Lin9 and RBBP4-Lin54, respectively. Each dot represents a tumor type and is labeled according to TCGA abbreviations. Overall Pearson correlation  $R$  is also reported along with P-value. Bottom: Representative scatter plots for RBBP4-to-Lin9 (left) and RBBP4-to-Lin54 (right) expression correlations. Each dot represents a single TCGA sample. 'R' denotes the Pearson correlation coefficient. TPM: Transcripts per million. The TCGA cancer abbreviations are provided in supplemental Table S12.

# Supplementary material for: Functional characterization of RebL1 highlights the evolutionary conservation of oncogenic activities of the RBBP4/7 orthologue in Tetrahymena thermophila
**Source:** Nucleic Acids Res. 2021 Jun 4;49(11):6196–212. doi: 10.1093/nar/gkab413
**Supplement:** gkab413_Supplemental_Files

## Functional characterization of RebL1 highlights the evolutionary conservation of oncogenic activities of the RBBP4/7 orthologue in *Tetrahymena thermophila*

Syed Nabeel-Shah<sup>1,9</sup>, Jyoti Garg<sup>1,2,8</sup>, Alejandro Saettone<sup>1,8</sup>, Kanwal Ashraf<sup>2</sup>, Hyunmin Lee<sup>3,4</sup>, Suzanne Wahab<sup>1</sup>, Nujhat Ahmed<sup>4,5</sup>, Jacob Fine<sup>2</sup>, Joanna Derynck<sup>1</sup>, Shuye Pu<sup>4</sup>, Marcelo Ponce<sup>6</sup>, Edyta Marcon<sup>4</sup>, Zhaolei Zhang<sup>3,4,5</sup>, Jack F Greenblatt<sup>4,5</sup>, Ronald E Pearlman<sup>2</sup>, Jean-Philippe Lambert<sup>7,\*</sup> and Jeffrey Fillingham<sup>1,\*</sup>

<sup>8</sup>. These authors contributed equally to this work

## Supplementary Methods

### Molecular evolutionary analyses

To search the *Tetrahymena* genome for putative orthologs, we used amino acid sequences of human MuvB subunits, Lin9, Lin 37, Lin 52, Lin 54 and RBBP4. Protein sequences retrieved were analyzed at the Pfam (<http://pfam.sanger.ac.uk/>) (1) and SMART (<http://smart.embl-heidelberg.de/>) (2) databases to examine the domain architecture. To examine the % identity and sequence homology, multiple sequence alignment analysis was carried out using UniProtKB (<https://www.uniprot.org/align/>).

All phylogenetic analyses were conducted using protein sequences of identified orthologs. Multiple sequence alignments were constructed using MUSCLE with default parameters. All

protein phylogenetic analyses were carried out using the neighbour-joining method under p-distances using MEGA 7 (3). The reliability of the resulting phylogenetic trees was assessed using the bootstrap method (1000 replicas for each tree). The structural prediction and superimposition were carried out using I-TASSER server (4).

### **Generation of whole cell extracts and Western blotting**

10% trichloroacetic acid (TCA) was used to prepare whole-cell extracts (WCE). The WCE was incubated on ice for 20-30 min. 100µL of SDS loading dye and 10µL of 1N NaOH was added to neutralize the solution. WCEs were electrophoresed through 10% SDS-PAGE and proteins were transferred to nitrocellulose. After blocking in 5% skim milk, membrane was probed with the antibodies indicated. Antibodies and dilutions used were anti-Flag (1:5000; Sigma), anti-Actin (1:10000; Abcam).

### **Indirect immunofluorescence**

Growing *Tetrahymena* cells were fixed to perform indirect immunofluorescence as previously described (5). Briefly, cells were fixed with 0.34% Schaudinn's fixative (2:1 ratio of saturated HgCl<sub>2</sub> [Sigma-Aldrich]: ethanol) and cold methanol was used for membrane-permeabilization on ice for 10 min. Cells were washed with PBS (4.3 mM Na<sub>2</sub>HPO<sub>4</sub>, 1.47 mM KH<sub>2</sub>PO<sub>4</sub>, 137 mM NaCl, 2.7 mM KCl, pH 7.4), incubated with Rhodamine conjugated secondary Rabbit anti mouse IgG antibody (1:1000; Jackson Immuno Research Laboratories, Inc, RRID: AB\_2340157) for 1 h at room temperature in the dark. Cells were washed with PBS and stained with 1 µg/µL 4',6-diamidino-2-phenylindole (DAPI; Sigma-Aldrich). Immunofluorescence analysis was carried out using an Olympus, DP70 equipped with a fluorescent microscope (Reichert-Jung, POLYVER) at 100x magnification. No oil was used, and final image preparation was carried out using ImageJ (1.50i) software.

### **Mass Spectrometry sample preparation**

Preparation of protein eluates for mass spectrometry acquisition was essentially as previously described (6, 7). Briefly, the eluates were dried using a speed vacuum apparatus and re-suspended in 10µL of 20 mM Tris-HCl pH 8.0. Trypsin digestion was carried out using 0.75 µg of trypsin (Sigma) for ~ 15 h at 37°C with mild agitation. An extra 0.25 µg of trypsin was added to each

sample and they were incubated for an additional 3 h. The samples were acidified to a final concentration of 2% acetic acid, desalted using C<sub>18</sub>StageTips (Thermo Scientific) as per the manufacturer's instructions and stored at -80°C until their acquisition on a mass spectrometer.

#### **Mass spectrometry acquisition using Triple TOF 5600 mass spectrometer**

5 µL of each sample, representing 50% of the sample, was directly loaded at 300 nL/min onto a New Objective PicoFrit column (15 cm×0.075 mm I.D; Scientific Instrument Services, Ringoes, NJ) packed with Jupiter 5 µm C<sub>18</sub> (Phenomenex, Torrance, CA) stationary phase. The peptides were eluted from the column by a gradient generated by an Agilent 1200 HPLC system (Agilent, Santa Clara, CA) equipped with a nano electrospray ion source coupled to a 5600+ Triple TOF mass spectrometer (Sciex, Concord, ON). A 65-min. linear gradient of a 5–35% mixture of 0.1% formic acid injected at 300 nL/min. was used to elute peptides. Data dependent acquisition mode was used in Analyst version 1.7 (Sciex) to acquire mass spectra. Full scan mass spectrum (400 to 1250m/z) were acquired followed by collision-induced dissociation of the twenty most intense ions. A period of 20 s and a tolerance of 100 ppm were set for dynamic exclusion.

#### **Mass spectrometry acquisition using Orbitrap Fusion mass spectrometer**

Peptide samples were separated by online reversed-phase (RP) nanoscale capillary liquid chromatography (nanoLC) and analyzed by electrospray mass spectrometry (ESI MS/MS). The experiments were performed with a Dionex UltiMate 3000 nanoRSLC chromatography system (Thermo Fisher Scientific) connected to an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific) equipped with a nanoelectrospray ion source. Peptides were trapped at 20 µl / min in loading solvent (2% acetonitrile, 0.05% TFA) on a 5mm x 300 µm C<sub>18</sub> pepmap cartridge pre-column (Thermo Fisher Scientific) during 5 min. The pre-column was switched online with a self-made 50 cm x 75 µm internal diameter separation column packed with ReproSil-Pur C<sub>18</sub>-AQ 3-µm resin (Dr. Maisch HPLC) and the peptides were eluted with a linear gradient from 5-40% solvent B (A: 0.1% formic acid, B: 80% acetonitrile, 0.1% formic acid) in 60 min., at 300 nL/min. Mass spectra were acquired using a data dependent acquisition mode using Thermo XCalibur software version 3.0.63. Full scan mass spectra (350 to 1800m/z) were acquired in the orbitrap using an AGC target of 4e5, a maximum injection time of 50 ms and a resolution of 120000. Internal calibration using lock mass on the m/z 445.12003 siloxane ion was used. Each MS scan

was followed by acquisition of fragmentation spectra of the most intense ions for a total cycle time of 3 s (top speed mode). The selected ions were isolated using the quadrupole analyzer in a window of 1.6 m/z and fragmented by Higher energy Collision-induced Dissociation (HCD) with 35% of collision energy. The resulting fragments were detected by the linear ion trap in rapid scan rate with an AGC target of 1E4 and a maximum injection time of 50ms. Dynamic exclusion of previously fragmented peptides was set for a period of 20 s and a tolerance of 10 ppm.

### **Mass spectrometry acquisition using LTQ mass spectrometer**

The re-suspended sample was bomb-loaded in its entirety on the equilibrated column. The column was washed off-line for 10 min. in buffer A and placed in-line with a LTQ mass spectrometer equipped with an Agilent 1100 pump with split flow, and either the Thermo source, or a Proxeon source. Buffer A is 2% acetonitrile (ACN), 0.1% formic acid; buffer B is 98% ACN, 0.1% formic acid. The HPLC gradient program delivered an ACN gradient over 120 min. (1-5% buffer B over 4 min., 5-40% buffer B over 100 min., 40-60% buffer B over 5 min., 60-100% buffer B over 5 min., hold buffer B at 100% 3 min., and 100-0%B in 2 min.). The parameters for Data Dependent Acquisition on the mass spectrometer were: 1 centroid MS (mass range 400-2000) followed by MS/MS on the 5 most abundant ions. General parameters were: activation type = CID, isolation width = 3, normalized collision energy = 32, activation Q = 0.25, activation time = 30 msec, wide band activation. The minimum threshold was 1000, the repeat4count = 1, repeat duration = 30 s, exclusion size list = 500, exclusion duration = 30s, exclusion mass width (by mass) = low 1.2, high 1.5.

### **Data Dependent Acquisition MS analysis:**

Mass spectrometry data were stored, searched and analyzed using the ProHits laboratory information management system (LIMS) platform (8). Within ProHits, Thermo Fisher scientific RAW mass spectrometry files were converted to mzML and mzXML using ProteoWizard (3.0.4468; (9)). Within ProHits, AB SCIEXWIFF files were first converted to an MGF format using WIFF2MGF converter and to an mzML format using ProteoWizard (v3.0.4468) and the AB SCIEX MS Data Converter (V1.3 beta). The mzML and mzXML files were searched using Mascot (v2.3.02). The spectra were searched with the RefSeq database (version45, January 24th, 2011) acquired from NCBI against a total of 24,770 *T. thermophila* sequences. For TripleTOF files, the

database parameters were set to search for tryptic cleavages, allowing up to two missed cleavage sites per peptide with a mass tolerance of 40 ppm for precursors with charges of 2+ to 4+ and a tolerance of +/- 0.15 amu for fragment ions. For Orbitrap Fusion files, the database parameters were set to search for tryptic cleavages, allowing up to two missed cleavage sites per peptide with a mass tolerance of 12 ppm for precursors with charges of 2+ to 4+ and a tolerance of +/- 0.6 amu for fragment ions. For files analyzed on the LTQ, the charges +1, +2 and +3 were considered, with the parent mass tolerance set at 3 amu and the fragments at 0.6 amu. Deamidated asparagine and glutamine and oxidized methionine were allowed as variable modifications. SAINTexpress version 3.61 (10) was used as a statistical tool to calculate the probability value of each potential protein-protein interaction from background contaminants using default parameters. For the LTQ samples, 39 controls compressed to 20 were used while 15 uncompressed controls were employed for the Triple TOF samples.

### **Chromatin Immunoprecipitation (ChIP)**

90 mL of cells in exponential growth were collected and cross-linked with 2.5 mL of 37% formaldehyde for 30 min. at room temperature and neutralized with 13mL of 2.5M glycine. The chromatin was washed with 10mM Tris pH7.4 followed with cold lysis buffer (50mM Tris pH 8.0, 5mM EDTA, 1% SDS in H<sub>2</sub>O plus protease inhibitor (cOmplete™ Protease Inhibitor Cocktail) and 100mM PMSF). The chromatin was fragmented to 400 to 500 base pairs on ice by sonication 10 cycles 25 sec settings duty cycle 30%, output 0.3 (Branson 450 Analog Sonifier). The lysis buffer containing the sonicated chromatin was diluted 10 times using dilution buffer (50mM Tris pH 8.0, 100mM NaCl, 5mM EDTA, 2% Triton X and 0.2% deoxycholate. Chromatin immunoprecipitation was performed using 25uL of packed bead volume M2 agarose beads (Sigma) rotating at 4°C for 4h. The beads were washed one time with each of the following buffers 1X FA, 1X FA plus 500mM NaCl, LiCl buffer and 1X TE. DNA elution started in 2X Proteinase K buffer (20mM Tris pH8.0, 10mM EDTA and 1% SDS in H<sub>2</sub>O) at 65°C for 20 minutes and diluted to 1X Proteinase K by H<sub>2</sub>O addition. RNase (Fermentas) was added and incubated for 1h at 37°C. Proteinase K (Fermentas) was added and incubated at 42°C for 2 h and 65°C for 8h. The DNA was isolated (Qiagen PCR purification kit) and H<sub>2</sub>O was used as elution.

### **Gene enrichment analysis**

The GO enrichment analysis was carried out using g:Profiler (11). We used ChIP-seq bound genes identified by RACS analysis (12) and analyzed this list of genes for enrichment in biological processes and/or molecular functions. 

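MACS2 calls a peak where the excess of immunoprecipitated over input reads passes the threshold (here a *q* value below 0.05), without regard to genes. HOMER afterwards assigns the gene with the nearest TSS, however far away. RACS is a separate pipeline that the supplement names for the genes of the GO analysis. The genes called by RACS were not analysed here and were not compared with those assigned to MACS2 peaks. Of the 5930 transcript names that HOMER assigned across both MACS2 lists, 5013 could be paired with a locus tag.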

Note: RACS identified enriched genes were used only for GO, whereas all other analyses reported in this study were carried out using MACS2 peaks, as detailed in main text methods. We used all annotated *Tetrahymena* genes as a background. The p-value threshold was 0.05 for GO terms to be considered as significantly enriched. To visualize these significant GO terms, we used the enrichment map plug-in in Cytoscape (13).

### **TCGA data analysis: Differential expression analysis and Kaplan–Meier plots**

Gene expression analysis was performed using online tools including ‘UALCAN’ (<http://ualcan.path.uab.edu/index.html>) (14), as well as ‘Gene expression profiling interactive analysis (GEPIA, <http://gepia.cancer-pku.cn/>)’ (15). These tools provide access to a large collection of data including ‘The Cancer Genome Atlas (TCGA)’ and the Genotype-Tissue Expression (GTEx) project. Differential expression analysis of *RBBP4* and *RPPB7* in tumor/normal tissue from various cancers was performed. The reported figures (Supplemental Figure S5A) were generated using UALCAN and further modified for visual purposes. For statistical analysis t-tests were performed. Pearson correlations between two given genes were calculated using GEPIA (15). The scatter plot shown in supplemental Figure S6 was constructed using the correlation values (R). Gene dependency scores for *RBBP4* and 7 across cancer cell lines was examined using the Dependency Map (DepMap) portal (<https://depmap.org/portal/>). The DepMap portal encompasses data from RNAi and CRISPR screens across hundreds of cancer cell lines (16, 17).

For survival analysis we used the web-based tool, Kaplan-Meier plotter, to analyze the impact of *RBBP4* and *RBBP7* genes on patient survival using data from 364 liver cancer samples (18). The patients were grouped into high and low groups based on the median expression levels of *RBBP4* and *RBBP7*. Kaplan–Meier survival plots were constructed to compare the two patient groups and calculate the log-rank *p*-value. The correlations between *RBBP4/7* expression and patient survival were analyzed using the Kaplan–Meier plotter (<http://kmplot.com/analysis/>) (18). In addition, survival maps of hazard ratio (heatmaps) were constructed using GEPIA server (<http://gepia2.cancer-pku.cn/#index>) (15).

## Supplementary References

1. Finn,R.D., Coghill,P., Eberhardt,R.Y., Eddy,S.R., Mistry,J., Mitchell,A.L., Potter,S.C., Punta,M., Qureshi,M., Sangrador-Vegas,A., *et al.* (2016) The Pfam protein families database: towards a more sustainable future. *Nucleic Acids Res.*, **44**, D279–D285.
2. Letunic,I. and Bork,P. (2018) 20 years of the SMART protein domain annotation resource. *Nucleic Acids Res.*, **46**, D493–D496.
3. Kumar,S., Stecher,G. and Tamura,K. (2016) MEGA7: Molecular Evolutionary Genetics Analysis Version 7.0 for Bigger Datasets. *Mol. Biol. Evol.*, **33**, 1870–1874.
4. Yang,J., Yan,R., Roy,A., Xu,D., Poisson,J. and Zhang,Y. (2015) The I-TASSER Suite: protein structure and function prediction. *Nat. Methods*, **12**, 7–8.
5. Akematsu,T., Fukuda,Y., Garg,J., Fillingham,J.S., Pearlman,R.E. and Loidl,J. (2017) Post-meiotic DNA double-strand breaks occur in *Tetrahymena*, and require Topoisomerase II and Spo11. *Elife*, **6**.
6. Saettone,A., Garg,J., Lambert,J.-P., Nabeel-Shah,S., Ponce,M., Burtch,A., Thuppu Mudalige,C., Gingras,A.-C., Pearlman,R.E. and Fillingham,J. (2018) The bromodomain-containing protein Ibd1 links multiple chromatin-related protein complexes to highly expressed genes in *Tetrahymena thermophila*. *Epigenetics Chromatin*, **11**, 10.
7. Nabeel-Shah,S., Garg,J., Kougnassoukou Tchira,P.E., Pearlman,R.E., Lambert,J.P. and Fillingham,J. (2021) Functional proteomics protocol for the identification of interaction partners in *Tetrahymena thermophila*. *STAR Protoc.*, **2**.
8. Liu,G., Knight,J.D.R., Zhang,J.P., Tsou,C.-C., Wang,J., Lambert,J.-P., Larsen,B., Tyers,M., Raught,B., Bandeira,N., *et al.* (2016) Data Independent Acquisition analysis in ProHits 4.0. *J. Proteomics*, **149**, 64–68.
9. Kessner,D., Chambers,M., Burke,R., Agus,D. and Mallick,P. (2008) ProteoWizard: open source software for rapid proteomics tools development. *Bioinformatics*, **24**, 2534–6.
10. Teo,G., Liu,G., Zhang,J., Nesvizhskii,A.I., Gingras,A.-C. and Choi,H. (2014) SAINTexpress:

- improvements and additional features in Significance Analysis of INTeractome software. *J. Proteomics*, **100**, 37–43.
11. Reimand,J., Arak,T. and Vilo,J. (2011) G:Profiler - A web server for functional interpretation of gene lists (2011 update). *Nucleic Acids Res.*, **39**.
  12. Saettone,A., Ponce,M., Nabeel-Shah,S. and Fillingham,J. (2019) RACS: Rapid analysis of ChIP-Seq data for contig based genomes. *BMC Bioinformatics*, **20**.
  13. Cline,M.S., Smoot,M., Cerami,E., Kuchinsky,A., Landys,N., Workman,C., Christmas,R., Avila-Campilo,I., Creech,M., Gross,B., *et al.* (2007) Integration of biological networks and gene expression data using Cytoscape. *Nat. Protoc.*, **2**, 2366–82.
  14. Chandrashekar,D.S., Bashel,B., Balasubramanya,S.A.H., Creighton,C.J., Ponce-Rodriguez,I., Chakravarthi,B.V.S.K. and Varambally,S. (2017) UALCAN: A Portal for Facilitating Tumor Subgroup Gene Expression and Survival Analyses. *Neoplasia (United States)*, **19**, 649–658.
  15. Tang,Z., Li,C., Kang,B., Gao,G., Li,C. and Zhang,Z. (2017) GEPIA: A web server for cancer and normal gene expression profiling and interactive analyses. *Nucleic Acids Res.*, **45**, W98–W102.
  16. Meyers,R.M., Bryan,J.G., McFarland,J.M., Weir,B.A., Sizemore,A.E., Xu,H., Dharia,N. V, Montgomery,P.G., Cowley,G.S., Pantel,S., *et al.* (2017) Computational correction of copy number effect improves specificity of CRISPR-Cas9 essentiality screens in cancer cells. *Nat. Genet.*, **49**, 1779–1784.
  17. Tsherniak,A., Vazquez,F., Montgomery,P.G., Weir,B.A., Kryukov,G., Cowley,G.S., Gill,S., Harrington,W.F., Pantel,S., Krill-Burger,J.M., *et al.* (2017) Defining a Cancer Dependency Map. *Cell*, **170**, 564-576.e16.
  18. Menyhárt,O., Nagy,Á. and Gyórfy,B. (2018) Determining consistent prognostic biomarkers of overall survival and vascular invasion in hepatocellular carcinoma. *R. Soc. Open Sci.*, **5**.

How the deposited data were processed for this re-analysis (not part of the article)

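ChIP-seq was analysed for RebL1-FZZ and Anqa1-FZZ cells in vegetative growth, with 2 immunoprecipitated and 2 input libraries per protein. The authors deposited 1 peak list per protein, made by adaptor removal, Bowtie 2 mapping with default settings, removal of duplicate reads and joint MACS2 peak calling on the immunoprecipitated and input libraries at a *q* value below 0.05, followed by annotation with HOMER against their own genome sequence and gene models. The score that the authors deposited for each peak is 10 times the −log10 of the MACS2 *q* value, as a whole number, and was used here only to rank or filter peaks within a list. The other deposited values used here are the start and end of each peak, its HOMER class, the nearest transcript and the distance in bp from the peak centre to that transcript's TSS. Neither list holds values per library, and the reads were not analysed here, so no depth per library and no replicate error are given, and a share of peaks carries the counting error of the peaks alone. Joint calling merges the replicates, so the lists do not show whether a peak was carried by 1 replicate or by both. Neighbouring peaks in a broad region are counted separately, so peaks are not fully independent.

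The lists were read with pandas 2.3.3 and tested with NumPy 2.4.6 and SciPy 1.17.1 under Python 3.11.15. The plot was drawn with Matplotlib 3.10.9. Shares have 95% Wilson intervals. The proteins were compared by two-sided Fisher's exact tests over peaks, at a threshold of 0.05, without adjustment for the number of comparisons. Peaks with no HOMER class (2 for RebL1 and 4 for Anqa1) were left out of class and TSS shares.

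Gene names were taken from NCBI's gene table for the JCVI-TTA1-2.2 assembly, which gives locus tags, boundaries and no gene symbols, strands, exons, products or RNA genes. Scaffolds of the peak lists were paired with that table from the data: a scaffold was matched when the TSS positions implied by at least 2 of its peaks fell on gene boundaries of 1 scaffold of the table, and on more than 2 times as many as for the next best scaffold. This matched 268 of 364 scaffolds, which carry 5411 RebL1 and 5675 Anqa1 peaks and 24797 of the 26996 genes. A peak was given a locus tag when its implied TSS lay within 2 bp of a gene boundary, and this also gave the strand of 5010 genes. No transcript name was paired with more than 1 locus tag. No coordinate of the table is printed, and positions of peaks are those of the authors' files.

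Randomised placements kept the scaffold and width of each peak and drew its position 1000 times. The length of a scaffold was taken as the last base of its genes and peaks. For the overlap of the lists all scaffolds were used, and an unmatched scaffold then ends at its last peak. Base composition and mappability were not matched, since no genome sequence was used. A gene was called bound when it was the nearest gene of a peak and the peak centre lay within 1000 bp of its TSS. The strongest peaks of a list are those at or above the 90th percentile of its scores. The analyses named in advance that need a genome sequence, exon coordinates, gene products or RNA genes were not run. They concern the Anqa1 motif, the CHR element, loci of the motif, promoters with an E2F motif, product classes and tRNA genes.

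The matching and the randomisation were tested on simulated data. All 147 simulated scaffolds that were matched, and all 2993 matched peaks on them, were given the right scaffold and gene. The simulated distances were computed without error from the same gene table. This therefore checks the procedure and not how well the real lists fit the table. With an excess of simulated peaks at gene boundaries, 67.9% lay within 500 bp of a boundary against 45.5% in randomised placements. In 200 simulations of uniformly and independently placed peaks, which do not cover peaks that cluster, 11 gave a one-sided p under 0.05. The number of these simulations had been raised after a smaller first set, in which a larger share gave a p under 0.05.

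Genes and peaks are named by a rule set before the data were examined: the 5 highest-scoring peaks of each list, and each gene that the Results of the paper name by a TTHERM number. TTHERM_00429760 and the scaffolds named for their peak density were chosen after their values were seen, as were the rows of Table S9 given as an example. The text counts all of these genes and gives the values of a few. A further item of the rule is not reported here. The alternatives set at the same time were peaks scoring at or above the median of their list, narrower windows, upstream peaks only, genes with distant neighbours and a stricter overlap. The strongest peaks, 1 peak per gene, placements within a position class and the use of gene spans in place of exons in the randomisation were added after the data were seen. The split at the strongest 10% was set after the classes had been looked at by 10 groups of scores and at several score limits.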

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

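All tests in this part were chosen after the exon shares by score were seen, and so was the limit of the strongest 10%. The exon share of peaks is lower among the strongest peaks of both lists, and differs from that of all other peaks by different amounts. In the strongest 10% of the Anqa1 peaks (scores of 507 or more), 173 of 584 peaks have the class exon (29.6%, 26.1 to 33.5%), compared with 3226 of 5256 other peaks (61.4%), a change of -31.8 percentage points. For RebL1 the change is -14.7 percentage points, from 64.8% of the other peaks to 279 of 556 (50.2%) in the strongest 10%. The difference between these changes, -17.1 percentage points, was tested by permuting the list labels among the strongest and among the other peaks, and none of 10000 permutations reached it (two-sided permutation p = 0.0001, the smallest they can give). The limit of 10% was 1 of several that were looked at, and the p takes no account of that. With the strongest 5% and 20% of the Anqa1 peaks the exon share was 20.9% and 37.2%. When the Anqa1 scores were split into 10 groups of about equal size, the exon share did not fall steadily. It is 49.5% in the lowest group, 70.9% in the fifth and 29.6% in the highest. For RebL1 it is 77.9% in the lowest group, 61.5% in the fifth and 50.2% in the highest. From the lowest to the highest group the share thus falls more for RebL1 than for Anqa1, so the larger change for Anqa1 holds against all other peaks and not against the weakest ones. In the strongest 10% of the Anqa1 peaks, the TTS class takes 31.5% (12.8% of the other peaks), promoter-TSS 31.8% (20.9%) and intergenic 5.82% (2.53%).

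Several technical explanations are argued against by these values. The strongest Anqa1 peaks are wider (median 461.5 bp against 269 bp), but the other peaks, weighted to the same widths, have an exon share of 53.5% (standard error 1.15), still above that of the strongest 10%. This weighting replaced a first comparison among peaks no wider than the median, which held only 7 of the strongest peaks (0 of 7 exonic, against 66.2% of 2919 other peaks). Regions called in both immunoprecipitations are not the whole cause either. Among the Anqa1 peaks with no RebL1 peak over them, the strongest 10% has an exon share of 22.6% against 58.7% of the others (two-sided Fisher's exact test, p = 1.7e-34). The windows of the promoter-TSS and TTS classes are not the whole cause, because the share of centres inside a gene span falls too, to 52.1% in the strongest 10% from 80.9% in the other peaks. These tests concern the change within the Anqa1 list, and the cause of its difference from RebL1 was not tested. Base composition and mappability were not tested because no genome sequence was used. The lists also differ in the range of their scores, so the strongest 10% of one need not match that of the other in enrichment.

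A hypothesis noted from the paper alone was that the Anqa1 motif shown in Fig. 5D reads, on the other strand, like an internal promoter element of tRNA genes. It would place strong Anqa1 peaks outside protein-coding genes, and 47.9% of the strongest 10% lie there, against 19.1% of the other Anqa1 peaks. Promoters and ends of protein-coding genes would give this as well, so these explanations cannot be told apart without the positions of RNA genes, which were not used here.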

How the results depend on the processing

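Of the 22 alternatives run, 11 were set before the data were examined and 11 were added after the data were seen, namely 1 peak per gene, the strongest peaks at 3 limits, placements within a position class and those for the shares inside genes. Over 7 results, 16 alternatives kept the direction of the result and its side of the threshold, or, for a count, stayed within 1.5 times of it. The order of the exon shares and of the shares inside genes (RebL1 above Anqa1 in both) and the excess of overlaps over randomised placements held under each alternative that was run for them. The RebL1 exon share ranged from 57.4 to 63.4%, and the overlapping share of Anqa1 peaks from 27.8% (at least 50% of both peaks) to 38.7%.

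The contrast of gene boundaries with gene bodies changed direction. Its odds ratio of Anqa1 to RebL1 was 0.979 with all peaks, 1.08 with peaks scoring at or above the median (two-sided Fisher's exact test, p = 0.195) and, in added settings, 0.861 with the highest-scoring peak of each nearest gene (p = 0.0026 from the same exact test) and 2.74 with the strongest 10% of peaks. In that last setting the share of peaks within 1000 bp of a TSS was 65.5% for both proteins, so that the lower share of Anqa1 was not seen there. The cause was not tested.

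The number of genes bound by Anqa1 fell from 2897 to 1618 with peaks scoring at or above the median and to 765 with upstream peaks only, because fewer peaks are counted.

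No paired analysis was possible because the peak lists hold no values per library and the reads were not analysed here, and for the same reason no replicate was left out in turn. Randomisation matched on GC content, exon overlap from another annotation, TSS distances from the gene table and the alternatives for motifs, motif loci, the CHR element, E2F promoters, product classes and tRNA genes were not run, for lack of a genome sequence, exons, strands, products and RNA genes. The depth of the libraries was not analysed, which limits the comparison of scores between the lists.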

Differences from the paper's values

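The paper gives 422 genes bound by Anqa1, whereas 2897 genes are nearest to a peak centre within 1000 bp of their TSS in the deposited list. None of the alternatives set before the data were examined closed the gap. The number was 1934 within 500 bp, 1618 with peaks scoring at or above the median and 765 with upstream peaks only. The paper's text does not name the rule by which genes were called bound.

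The paper describes an enrichment near TSS and TES that sets Anqa1 apart from RebL1. By peak centres both proteins lie within 500 bp of gene boundaries more often than randomised placements. That excess is on the inner side of the boundaries, while the 500 bp outside genes hold fewer centres than randomised placements. The odds ratio of Anqa1 to RebL1 against gene bodies was 0.979 (two-sided Fisher's exact test, p = 0.6). Within 1000 bp of a TSS lie 55.1% of the Anqa1 and 61.3% of the RebL1 peaks, but 65.5% for both in the strongest 10%. For Anqa1 the paper's figure was read as 48%, and the cause of the gap to 55.1% was not tested. Among the strongest 10% of peaks, a setting chosen after seeing the values, the odds ratio was 2.74, in the direction the paper describes. With the highest-scoring peak of each nearest gene, also chosen after seeing the values, it was 0.861 (two-sided Fisher's exact test, p = 0.0026), in the opposite direction. The paper's plots use read coverage, which the peak lists do not hold.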

Other observations

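All tests in this part were chosen after the data were seen, those on Table S9 after the locus tags were compared. The copy of Table S9 used here holds the first 137 rows of the RebL1 peak table, and 5396 further rows are left out of the copy. Together these are the 5533 peaks of the deposited list, for which the paper gives 5531 peaks, and 1 of the 137 rows has no gene. The table adds a TTHERM number to each of the other 136 peaks. For 126 of these rows the gene could also be matched by position to the gene table of the JCVI-TTA1-2.2 assembly. The 2 locus tags are the same in 1 row and differ in 125. For the peak at 599267 to 599672 on scf_8254551, for example, Table S9 lists TTHERM_00421140, while the match by position gives TTHERM_00310560. In 135 of the 136 rows, the listed gene has, along its own scaffold, the same order number as the authors' transcript name gives. All 27 gene numbers that occur in these rows on more than 1 scaffold carry a single TTHERM number each. This is consistent with the scaffold part of the transcript name having been left out when the TTHERM numbers were added. A wrong match of scaffolds here is argued against by the 9705 of 9726 matched peaks whose gene number equals the order of the matched gene. Whether other tables of the paper carry the same numbers was not tested, and no biological explanation was tested.

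The overlap of the 2 peak lists exceeds what their shared preference for positions gives. With the Anqa1 peaks placed at random within their own position class (inside or outside a gene, within 500 bp of a boundary or not), a mean of 263.5 overlapped a RebL1 peak, against 2199 of the 5675 observed, which is 8.34-fold more (one-sided p = 0.001, the smallest the draws can give, n = 5675 peaks). So a shared preference for gene boundaries or gene bodies is not the whole cause. Of the strongest 10% of Anqa1 peaks 47.7% overlap a RebL1 peak, against 37.5% of the other peaks (two-sided Fisher's exact test, p = 1.98e-06). Regions enriched in any anti-FLAG immunoprecipitation and joint binding of subunits of 1 complex would both give this. They cannot be told apart here because no untagged control was analysed. The strongest Anqa1 peaks are also wider (median 461.5 bp against 269 bp), and the 2 overlap shares were not weighted for width.

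Both lists change sharply at gene boundaries. Of the centres within 250 bp of a boundary, 80.1% of the Anqa1 (1468 of 1833) and 84.3% of the RebL1 centres (1661 of 1970) lie on the inner side, against 50.9% in randomised placements of either list. The share is lower for Anqa1 than for RebL1 (odds ratio 0.748, two-sided Fisher's exact test, p = 6.72e-04). In the strongest 10% the shares are 65.6% (164 of 250) and 73.4% (152 of 207), a difference in the same direction that is not detectable at these counts (two-sided Fisher's exact test, p = 0.0837). No explanation of the change at gene boundaries was tested.

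Of the 20 genes that the Results of the paper name by a TTHERM number, 9 have an Anqa1 peak centre in the gene or within 1000 bp of it, and 9 have a RebL1 peak centre. In 10000 random sets of 20 genes drawn from the same 10 classes of gene length, the mean was 4.13 genes for Anqa1 (one-sided p = 0.0128, n = 20 genes) and 3.29 for RebL1 (one-sided p = 0.0024, n = 20 genes). Of these genes 7 have peaks in both lists, among them those of Lin9, Jinn1, Jinn2 and MybL1, which are given here as subunits or partners of MuvB in the paper. The highest scores there for Anqa1 are 49 at Lin9 (scf_8254580, 373447 to 373720), 269 at Jinn1 (scf_8254665, 379822 to 380170), 789 at Jinn2 (scf_8254545, 19087 to 19935, a TTS peak whose nearest TSS is that of TTHERM_00147510) and 516 at MybL1 (scf_8253894, 81263 to 82785, promoter-TSS). For RebL1 they are 57, 117, 158 and 200. At Lin9 the RebL1 peak (374262 to 374436) does not overlap the Anqa1 peak. Both Lin9 scores are below the medians of their lists (151 for Anqa1 and 69 for RebL1). The other genes with peaks in both lists are the Lin54-like genes TTHERM_00120820 and TTHERM_00577120 and the gene of Sm (TTHERM_01289080). The gene of RebL1 (TTHERM_00688660) has 2 Anqa1 peaks, the higher with a score of 75, and no RebL1 peak. The gene of Anqa1 (TTHERM_00766460) has a peak in neither list.

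The scaffold scf_8254072 has the highest density of peaks in both lists, among 260 scaffolds of at least 30000 bp. It holds 11 Anqa1 and 10 RebL1 peaks over 38051 bp, or 28.9 and 26.3 peaks per 100 kb, against medians of 5.87 and 5.59. The excess passes a one-sided binomial test with Bonferroni correction over the 260 scaffolds (adjusted p = 0.00749 for Anqa1 and 0.0249 for RebL1), which treats peaks as independent and is too small where peaks cluster. The scaffold was chosen after its values were seen. Of its 11 Anqa1 peaks, 6 overlap a RebL1 peak. Copy number and mappability of the scaffold were not tested, and no biological explanation was tested.

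No excess of peaks near the starts of scaffolds was detectable. Within 5000 bp of the first base lie 86 Anqa1 centres, against a mean of 80.7 in randomised placements (one-sided p = 0.289, n = 5675 peaks), and 71 RebL1 centres, against 75.1 (one-sided p = 0.701, n = 5411 peaks).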
